# Detoxification, Apoptosis, and Immune Transcriptomic Responses of the Gill Tissue of Bay Scallop Following Exposure to the Algicide Thiazolidinedione 49

**DOI:** 10.3390/biom9080310

**Published:** 2019-07-27

**Authors:** Cheng Chi, Sib Sankar Giri, Jin Woo Jun, Hyoun Joong Kim, Saekil Yun, Sang Wha Kim, Jeong Woo Kang, Se Chang Park

**Keywords:** algicide, Thiazolidinedione 49, bay scallop, transcriptomic analysis, apoptosis, detoxification, immunity

## Abstract

Thiazolidinedione 49 (TD_49_), a newly synthesized algicide, shows strong toxicity at low concentrations of 0.1–2.0 μM. However, its potential effects on non-target species at the transcript level were not investigated. Differentially expressed genes (DEGs) in the gills of the bay scallop, *Argopecten irradians*, were accessed after treatment with 0.68 μM TD_49_ for up to 48 h. Following exposure, it was observed that 5214 genes were upregulated and 3497 were downregulated. Functional enrichment analysis revealed that the apoptosis pathway was activated. The extrinsic apoptosis pathway was activated and the survival factors related pathway was suppressed. Furthermore, gene expressions related to ATP-binding cassette, nuclear factor erythroid 2-related factor, B cell lymphoma-2 family protein, glutathione reductase, glutathione peroxidase, catalase, NADPH2:quinone reductase, and superoxide dismutase were decreased. Conversely, gene expressions related to FAS-associated death domain protein, glutathione *S*-transferase, caspase 6, 8, cytochrome P450 1A1, and 2C8 were increased. These results comprehensively demonstrated the toxicity of the novel algicide TD_49_, and should draw the attention of researchers to the importance of analyzing the potential impact of chemical compounds as algicides to control the proliferation of harmful algae, due to the secondary pollution caused by their application.

## 1. Introduction

In the coastal areas of Northeast Asia, especially Japan, South Korea, and China, scallops are a very important commercial species for marine farming, and account for a high proportion of farmed bivalves [1]. Bivalves, including scallops, are often used as indicators of ocean pollution or as model species in various toxicology studies [2,3] due to their filter-feeding habits and their rapid accumulation of pollutants [4,5]. In recent decades, rapid increases in agriculture and industrial processes, as well as population booms, have substantially increased the frequency, extent, and inducing factors of red tide globally. This increase in red tides may pose a threat to ecology, the aquaculture industry, and human health [6]. Many physiological and ecological investigations have been performed to reduce the severity of losses to coastal fisheries caused by red tides [2,3]. Therefore, developing environmentally friendly algicides has become a major focus of study. In the late 1990s, thiazolidinedione (TD) was developed as an adjunctive therapy for diabetes. TD acts by binding to peroxisome proliferator-activated receptors (PPAR) in the nucleus [6]; it has been shown to be highly effective and selective against harmful algae, with a half maximal inhibitory concentration (IC_50_) in the nanomolar range [7]. The derivative TD 49 (TD_49_) is a newly synthesized algicide that shows high toxicity at low concentrations of 0.1–2 μM against harmful algal species including *Cochlodinium polykrikoides*, *Chattonella marina*, and *Heterosigma akashiwo* [7], as well as very low toxicity to non-harmful algae, even at concentrations of over 100 μM [7]. The new International Organization for Standardization (ISO) standard method, which uses algae, crustaceans, and fish as the three representative species for a marine ecological system, is usually employed for acute toxicity assessments [6]. Beak et al. revealed that 0.6 μM TD_49_ treatment had higher biodiversity indices than the high-concentration treatment (1 μM), which appeared to show a better algicidal effect with phytoplankton biodiversity enhancement [8], and Zooplankton were not affected by TD_49_ concentration of <0.8 μM [9]. Moreover, Kim et al. [6] reported that the LC_50_ of TD_49_ for *Daphnia magna* was 0.68 μM through an acute toxicity assessment. However, in order to comprehensively assess the algicide activity of TD_49_, an acute toxicity assessment on the target species is not sufficient. The low toxicity of the algicide for non-target species should not only be less than its acute toxicity to the target species, but also should have no potential irritation to non-target species, especially economically important aquatic animals. Its potential effects on non-target species at the transcriptional level have not yet been addressed. An overall evaluation of the potential effects of TD_49_ on bivalves is important to effectively establish a method for predicting and evaluating its overall toxicity.

Gene expression profiling is currently widely applied to determine the mechanisms of toxicity induction in chemicals, as well as for predicting their toxicity [1,10,11,12,13]. The Illumina HiSeq 4000 sequencing system is used for extensive genome analysis at a relatively low cost and high output to achieve this [14]. Digital gene expression (DGE) analysis based on this sequencing platform has been applied to a growing number of bivalves, such as bay scallop (*Argopecten irradians*) [13] and *Chlamys farreri* [15] to investigate their responses to environmental stressors. In a previous study, we used next-generation sequencing for gene profiling of the bay scallop, *A. irradians*, in response to a novel algicide, palmitoleic acid (PA). The results identified 5414 genes that were significantly upregulated, as well as 4452 genes that were downregulated [12]. Another previous study by this group also investigated differentially expressed genes (DEGs) and transcript abundance in *A. irradians* gill tissue after exposure to okadaic acid using the Illumina HiSeq 400 deep-sequencing platform, and the results showed that 3204 and 2620 genes were significantly upregulated and downregulated, respectively; these genes played roles in cellular processes, immune system processes, metabolic processes, and catalytic process [13].

The aim of the present study was to perform a comprehensive analysis of the molecular toxicological responses of *A. irradians* upon exposure to TD_49_. The gill is an important respiratory organ in scallops, and acts as a defense barrier owing to its role in the filtration of suspended matter and its high expression of putative immune-related genes [16]. Therefore, the gills were sampled for DGE analysis using the Illumina HiSeq 4000 sequencing system to evaluate whether utilizing TD_49_ as an algicide poses a potential risk to other marine species.

## 2. Materials and Methods

### 2.1. Animal Maintenance and TD_49_ Exposure

Bay scallops, *A. irradians* (average weight: 46.6 ± 3.9 g; average length: 6–7 cm), were purchased from the Zhongcai fisheries wholesale market, Nanjing, China, and maintained in lantern nets suspended in 800 L tanks with filtered and aerated sea water for 2 weeks to acclimatize them to laboratory conditions (temperature: 10 ± 1 °C; salinity: 30% ± 0.1%) before the experiments. Half of the seawater was changed daily before exposure treatment.

For TD_49_ exposure, the bay scallops were randomly divided into two groups: (1) control group and (2) TD_49_-exposed group. TD_49_, which was synthesized according to the methods described by Kim et al. [7], was kindly provided by Professor Hoon Cho, Chosun University (Gwangju, Korea). The TD_49_ was initially dissolved dimethyl sulfoxide (DMSO) (Sigma, Ronkonkoma, NY, USA) to prepare the 50 mM TD_49_ stock solution, and it was ensured that the final concentration of TD_49_ in the TD_49_ treatment group as 0.68 μM without changing the seawater during the 48 h TD_49_ exposure treatment. The scallops in the TD_49_-exposed group were exposed to 0.68 μM TD_49_. The control group was exposed with an equal volume of 0.0125% DMSO in each tank. After exposure to TD_49_ for up to 48 h, the gills from 18 scallops (six scallops with three replicates each) were sampled and stored in 1 mL TRIzol reagent (Invitrogen, Carlsbad, CA, USA) at −80 °C for RNA extraction. Samples from six scallops were pooled from each replicate for RNA extraction.

### 2.2. RNA Preparation

Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions, and then the purity and rate of degradation of the extracted RNA was measured through 1% agarose gel electrophoresis. Subsequently, a NanoPhotometer spectrophotometer (Implen, Munich, Germany) and a Qubit RNA Assay Kit with a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) were used to measure RNA purity and contamination, respectively. Finally, the RNA Nano 6000 Assay Kit with the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) was used for RNA integrity analysis.

### 2.3. Library Preparation and Illumina Sequencing

Library preparation and Illumina sequencing were performed by the Beijing Genomics Institute (BGI; Beijing, China). Samples of 200 ng DNase I-treated total RNA were purified using oligo-dT beads. In addition, ribosomal and other non-messenger RNAs were removed. Fragmentation was then induced by fragment buffer to remove poly A-containing mRNAs. First-strand and second-strand cDNA were synthesized by using First Strand Master Mix (Illumina, San Diego, CA, USA) with Super Script II (Invitrogen, Carlsbad, CA, USA), and Second Strand Master Mix (Illumina, San Diego, CA, USA), respectively. Then, the overhangs resulting from fragmentation were converted into blunt ends using End Repair Mix. After adding adenylate 3′-End DNA, the ligation reaction was performed using the RNA Index Adapter and Ligation Mix. Next, PCR Primer Cocktail and PCR Master Mix were added to enrich the cDNA fragments. Afterwards, cDNA fragments (260 bp in length) were selected for PCR amplification. The final library was quantified by quantitative PCR (qPCR) with 1 μL of resuspended construct on an Agilent Technologies 2100 Bioanalyzer using Agilent DNA 1000. For cluster generation, the qualified and quantified libraries were first amplified within the flow cell on the cBot instrument (HiSeq 4000 PE Cluster Kit, Illumina, San Diego, CA, USA). For paired-end sequencing, the clustered flow cell was then loaded onto the HiSeq 4000 Sequencer (HiSeq 4000 SBS Kit, Illumina, San Diego, CA, USA) with a recommended read length of 100 bp.

### 2.4. De Novo Transcriptome Assembly

Clean data were obtained using SOAPnuke software by removing the reads with adaptors, low-quality reads, and reads in which unknown bases (N) comprised more than 5% of the reads. Thereafter, the clean reads were assembled using Trinity software to obtain unigenes. The resulting sequences assembled using Trinity were referred to as transcripts. Next, gene family clustering was performed using TIGR Gene Indices clustering tools (TGICL) to obtain the final unigenes. The unigenes were classified into two categories: (1) clusters, labelled with the prefix ‘CL’, followed by the cluster ID, and (2) singletons presented with the prefix ‘unigene’.

### 2.5. Gene Annotation and Analysis

BLAST (version: v2.2.23) was used for functional annotation; the unigenes were aligned to the NCBI nucleotide database (Nt), non-redundant protein sequence database (Nr), SwissProt, the Kyoto Encyclopedia of Genes and Genomes (KEGG), and the Clusters of Orthologous Groups (COG) [17]. Moreover, Blast2GO (version: v2.5.0) and InterProScan5 (version: v5.11-51.0) were used to obtain Gene Ontology (GO) annotations in conjunction with the non-redundant protein sequence database (Nr) annotations and InterPro annotations, respectively [18].

### 2.6. Enrichment Analysis of DEGs

In order to map the high-quality reads to the reference unigene sequences, Bowtie (version: 2.2.5) was applied [19]. Calculation of the unigene expression level was performed using RSEM (version: v1.2.12) [20]. DEGs were detected using PossionDis. PossionDis is based on Poisson distribution, and was performed as described by Audic and Claverie [21]. Furthermore, the threshold values applied were false discovery rate (FDR) < 0.001 and Fold Change ≥ 2.00 to determine the significance of the DEGs.

DEGs were classified according to the standard classification based on the GO annotation results. GO and pathway functional enrichment analyses were also processed using phyper, a function of R. *p*-values were calculated using the hypergeometric was as follows:

$$P=1-\overset{m-1}{\underset{i=0}{\sum }}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}$$

FDR was used for the correction of each *p*-value. FDR < 0.001 was defined as significant enrichment.

### 2.7. Quantitative Real-Time PCR Verification

Ten genes related to detoxification, antioxidant ability, and immune responses were selected for the confirmation of DGE data using qPCR. In an initial study, the efficacy of various reference genes (*GAPDH*, *ef1-α*, and *β-actin*) was evaluated following 48 h exposure to 0.64 μM TD_49_ in scallops. *β-actin* was selected as the housekeeping gene after comparing and ranking the candidate reference genes based on the rankings from three algorithms: GeNorm, NormFinder, and BeestKeeper through RefFinder (https://omictools.com/reffinder-tool) [22]. All specific primers used for qPCR are listed in Supplementary File 1. First-strand cDNA was synthesized with 500 ng total RNA using the PrimeScriptTM RT Reagent Kit (TaKaRa Bio, Shiga, Japan). qPCR was performed at 94 °C for 2 min; followed by 40 cycles at 94 °C for 20 s, 58 °C for 30 s, and 72 °C for 40 s [22], using the QiagenRotor-Gene Q RT-PCR Detection System (Qiagen, Hilden, Germany) in a 12-μL reaction volume (1 μL each primer (10 μM), 6.25 μL SYBR Premix (TaKaRa Bio), 1 μL cDNA (50 ng), and 2.75 μL ultra-pure water). The relative expression of the target genes was calculated according to the method described by Livak and Schmittgen [23]. In all cases, Ct values were determined based on three biological replicates each with two technical replicates.

### 2.8. Statistical Analysis

Statistical analysis was performed using SPSS 19.0 (IBM Corp., Armonk, NY, USA). All data were presented as the mean ± standard deviation (SD). Significant differences were determined by the least significant difference test. Values of *p* < 0.05 were considered statistically significant.

## 3. Results

### 3.1. Analysis of DGE Libraries

After removing reads with adaptors, reads containing poly-N sequences, and low-quality reads from the raw data, we obtained 9.16 Gb total clean bases, with 45.92 Mb clean reads in both the control and TD_49_-treated cDNA libraries. 

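Gill RNA of the control and the TD49-exposed bay scallops was sequenced in 1 library per group, so no difference between the 2 libraries has a replicate check in the sequencing data. The paper gives the TD49 concentration as 0.68 µM, and as 0.64 µM in its section on qPCR, and the sample labels give 0.64 µM, each for 48 h. Control scallops received 0.0125% DMSO. The paper describes 3 pools of 6 scallops, whereas the labels describe 18 scallops pooled per sample. For each library, the authors deposited the expected count and the FPKM of every unigene with a count above 0. The paper states that clean reads were mapped with Bowtie to the unigenes assembled from these libraries and the expected counts estimated with RSEM, which divides a read that maps to several contigs between them. Expected counts summed to 10260588 in the control library and 10468545 in the TD49-exposed library. The paper states 45.76 and 45.85 Mb clean reads (Table 1), and these sums are 22.4% and 22.8% as large. If the sums count fragments of these read pairs, they are 44.8% and 45.7% of the pairs. The files leave open which reads were counted, since the unigene lengths exceed the effective lengths they imply by less than the paper's read length of 100 bp. All values given beside the results rest on the expected counts. The unigenes were compared between the 2 libraries by the exact conditional test of Audic and Claverie on the rounded counts, two-sided, given the ratio of the 2 sums. FDR was computed over all unigenes with a count in either library. Log2 fold changes are of FPKM, TD49-exposed over control, with an FPKM of 0 set to 0.01 as in the authors' table. Those of a cluster are of its summed FPKM, so they can differ from the ratio of its summed counts. A unigene was a DEG at an FDR below 0.001 and a change of at least 2-fold. The test compares the reads of these 2 libraries, not the 2 conditions. Fold changes carry 95% Clopper-Pearson intervals, which cover counting error only. A count of 3, or 0.292 and 0.287 CPM in the control and TD49-exposed libraries, was taken as the floor. Where 1 library was at or below it, the fold change is given as a bound, written as "at least". The bound sets the lower count to 3 and takes the other count as exact. It is not a 95% limit, and the counting error of the 2 counts allows smaller fold changes.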

The Q20 and GC percentages of clean reads in the two cDNA libraries were 98.21% and 39.12% for the control cDNA library, and 98.30% and 39.23% for the TD_49_-exposed cDNA library, respectively (Table 1 and Table 2). A total of 78,376 and 71,899 transcripts, with mean sizes of 673 and 632 bp and N50s of 1231 and 1093 bp in the control and TD_49_-exposed groups, were produced using the Trinity tool (Table 2). We thus assumed that the two cDNA libraries were reliable. Finally, transcript sets were further merged with 57,882 unigenes (Table 3). 

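Of the unigenes, 56178 had an expected count above 0 in at least 1 library. The control library listed 51613 of them and the TD49-exposed library 48512. Both libraries listed 43947 unigenes, while 7666 were listed only in control and 4565 only after TD49 exposure. The median count of a listed unigene was 11 in each library, and 46.6% and 47.1% of the listed unigenes had fewer than 10 counts in the control and TD49-exposed libraries. With an FPKM of at least 1 in place of a count above 0, 42754 and 38413 unigenes were detected in the control and TD49-exposed libraries. With at least 10 counts over both libraries together, 35148 of the 56178 unigenes were left. By the prefix of their names, 11630 unigenes belonged to 4706 clusters and 44548 were singletons.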

The size distribution of the unigene lengths was as follows: 71.37% (21,073) of the unigenes had a length of 300–1000 bp; 20.88% (6165) had a length of 1000–3000 bp; and 1.77% (524) had lengths of greater than 3000 bp, as shown in Figure 1.

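The unigenes with a count in either library had a mean length of 884 bp, a median of 458 bp and an N50 of 1606 bp. Of these, 16601 (29.6%) were shorter than 300 bp. Another 24612 (43.8%) were 300 to 1000 bp long, 12275 (21.9%) were 1000 to 3000 bp long, and 2690 (4.79%) were longer than 3000 bp. Among the 35148 unigenes with at least 10 counts over both libraries together, the N50 was 1855 bp and 53.1% were 300 to 1000 bp long.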

### 3.2. Functional Annotation and Species Distribution

A summary of our functional annotation is shown in Table 4. A total of 28,172 unigenes (accounting for 48.67% of the total unigenes) were annotated in this way. Of these, 25,267 and 9983 unigenes were annotated to the Nr and Nt databases, respectively. 

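Any annotation was deposited for 27492 (48.9%) of the unigenes with a count. The best hits came from Nr for 24665 unigenes, Nt for 9663, SwissProt for 19120, COG for 8531, KEGG for 18478 and Interpro for 18613. GO terms were given for 3893. An Nt hit was the only annotation of 2272 unigenes, so these were named by nucleotide similarity alone.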

There were 19,555 hits via SwissProt, 8729 for COG, 18,931 for KEGG, 4032 for GO, and 19,017 for Interpro (Table 4).

The distribution of Nr-annotated species is shown in Figure 1. 

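Among the unigenes with a protein hit in Nr, the best hit was to Crassostrea gigas for 52.9%, to Lottia gigantea for 12.5% and to Aplysia californica for 7.97%. Argopecten irradians itself was the best hit of 95 unigenes (0.385%).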

A total of 14,712 unigenes were aligned to the COG database (Figure 2). The most frequently identified classes were general function (20.24%; 2977); recombinant and repair related (8.54%; 1256); translation, ribosomal structure, and biogenesis (8.25%; 1214); transcription (6.44%; 948); and posttranslational modification, protein turnover, and chaperones related (6.27%; 923).

### 3.3. DEG Analysis

Differential expression levels between the control and TD_49_-treated groups are shown in Figure 3 and Figure 4. A total of 8711 unigenes showed differential expression between these two groups (fold change > 2 and FDR ≤ 0.001); among them, 5214 were identified to be upregulated, while 3497 were downregulated (Supplementary File 2).

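With the paper's thresholds, 8688 unigenes were DEGs between the 2 libraries. Of these, 3484 were higher in the TD49-exposed library and 5204 were lower. The upregulated share was 40.1% (95% Wilson interval 39.1% to 41.1%). This interval takes the DEGs as independent, which contigs of 1 cluster need not be, and leaves out the choice of scaling. The authors' deposited table lists 8711 DEGs, of which it marks 3497 as Up and 5214 as Down. These are the 2 numbers of the paper's text with the directions exchanged. Calls common to both numbered 8670, each with the same direction, while 18 were made here only and 41 in the authors' deposited table only. The median log2 fold change of unigenes with at least 50 counts was -0.21, and scaling by edgeR's TMM factors in place of the sums of counts raised every log2 fold change by 0.27. Under TMM scaling 4660 unigenes were upregulated and 3679 downregulated, so the larger group changed. DESeq2's median-of-ratios size factors gave 4456 and 3879. An assumed variation between pools moved the number of DEGs most. With edgeR's exact test and a biological coefficient of variation (BCV) of 0.4, 260 unigenes were DEGs, and with 0.2 there were 2934. Listing in 1 library only accounted for 907 DEGs, 568 in control and 339 after TD49 exposure. Among DEGs with at least 10 counts in each library and a SwissProt name, the 5 largest increases had log2 fold changes from 4.49 to 7.31. The largest decrease was in CL1327.Contig2, 60S ribosomal protein L41, with 16247 counts in control and 83.9 after exposure. This log2 fold change of -7.61 became 0.44 when both contigs of its cluster were summed. The next were Unigene31998 (protein yellow, -7.44), Unigene16454 (large neutral amino acids transporter, -7.27), Unigene16738 (protein yellow, -6.35) and Unigene13331 (amiloride-sensitive amine oxidase, -6.10).

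**Figure D1:**
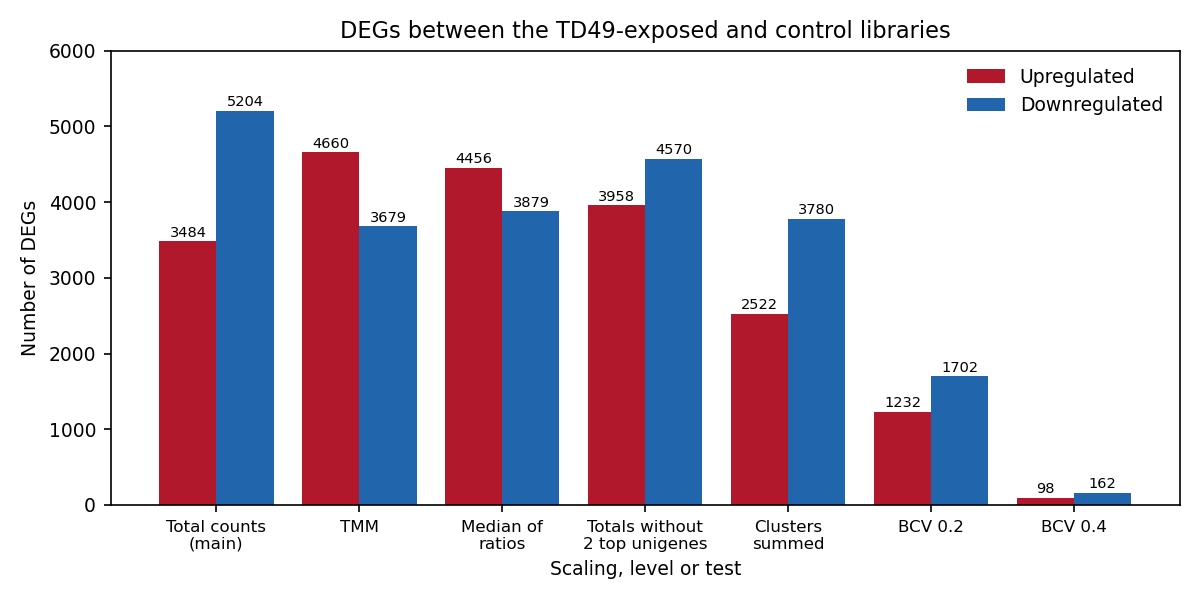
Number of upregulated (red) and downregulated (blue) DEGs between the TD49-exposed and control libraries under each scaling, level or test on the horizontal axis. Downregulated DEGs outnumber upregulated ones under the sums of counts (5204 against 3484), and the order reverses under TMM (4660 up, 3679 down) and median-of-ratios scaling.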

### 3.4. Enrichment and Pathway Analysis

Based on GO annotation, a total of 51 functional groups showed substantial enrichment in DEGs compared to the genomic background (Figure 5). Genes related to the terms ‘cellular process’, ‘metabolic process’, ‘cell’, ‘catalytic activity’, and ‘cell part’ were dominant in the TD_49_-exposed scallops. Moreover, the largest percentage of known genes was categorized into biological process and cellular component, followed by molecular function.

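GO terms were deposited for 868 of the DEGs. At least 13 counts were needed over both libraries for a call, and 2777 unigenes with GO terms had as many, so 31.3% of these were DEGs. Among all 31863 unigenes with at least 13 counts, 27.3% were DEGs. By namespace, DEGs made up 648 of 2079 unigenes with a biological process term (31.2%), 514 of 1761 with a cellular component term (29.2%) and 639 of 2058 with a molecular function term (31.0%). Membrane was the term with the most DEGs, 89 of 286 unigenes, followed by ATP binding with 67 of 217. Translation had 48 DEGs among 90 unigenes, of which 45 were downregulated. Of these 45, 38 were listed only in control and 21 had a ciliate as their best hit, while the counts of all ribosomal unigenes rose from 11.8% to 14.7% of the library. Calcium ion binding had 24 among 66, of which 21 were upregulated. The broader classes of Figure 5 were not analysed here.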

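A KEGG ortholog was deposited for 4560 of the DEGs, 1890 upregulated and 2670 downregulated, which covered 2446 different orthologs. Of the 13871 unigenes with an ortholog and enough counts for a call, 32.9% were DEGs. Orthologs were not assigned to pathways here.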

KEGG enrichment analysis of the DEGs showed that they were significantly enriched for signal transduction and metabolic pathways; a total of 3076 DEGs were mapped to 302 pathways, and 105 metabolic pathways were over-represented (corrected *p* < 0.05). Pathway classification and pathway functional enrichment results are shown in Figure 6 and Figure 7, respectively. Among them, 638 genes were annotated to metabolic pathways, 257 to the Rap1 signaling pathway, 208 to the PI3K-Akt signaling pathway, 185 to the Ras signaling pathway, 131 to the mitogen-activated protein kinase (MAPK) signaling pathway, 127 to the cAMP signaling pathway, 86 to the tumor necrosis factor (TNF) signaling pathway, 68 to the nuclear factor-kappa B (NF-κB) signaling pathway, 57 to apoptotic pathways (Figure 8), 50 to the p53 signaling pathway (Figure 9), 44 to the NOD-like receptor signaling pathway, and 42 to the Toll-like receptor (TLR) signaling pathway. 

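Table 5 names 43 genes, each with a log2 fold change but without a unigene. The unigene was taken from the annotation and the value. For 39 genes a unigene with the stated annotation matched the rounded value, and for 4 (Bcl-2, BIRC 2, BIRC 7A and ABC A3) the nearest lay within 0.05. The match fixes the sign, so 12 were higher and 31 lower in the TD49-exposed library, and 42 were DEGs. Counting only matches by rounded value, 38 of the 39 were DEGs. Under a BCV of 0.2, 22 of the 43 were DEGs, and under 0.4, the alternative that moved this number most, 4 were (ABC A3, NQO1, GR and GSTω). In 1 of the libraries, 10 of the genes had fewer than 10 counts and 7 had 3 or fewer. Clusters of more than 1 contig held 17 of the unigenes, and summing the FPKM of the contigs reversed the sign of Cas6 and CYP 2C8. Summing the counts, chosen after the values were seen, reversed only CYP 2C8. A nucleotide hit alone gave 3 unigenes their name (CAT, Mn SOD and Cu/Zn SOD). Outside the classes discussed separately, HSP70 (CL4291.Contig3) had 647 counts in control and 164 after exposure, a log2 fold change of -2.00 (95% interval -2.26 to -1.75). TRAF 6 (CL1806.Contig1), which SwissProt names TNF receptor-associated factor 5, rose from 408 to 931 counts, a log2 fold change of 1.17.

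**Figure D2:**
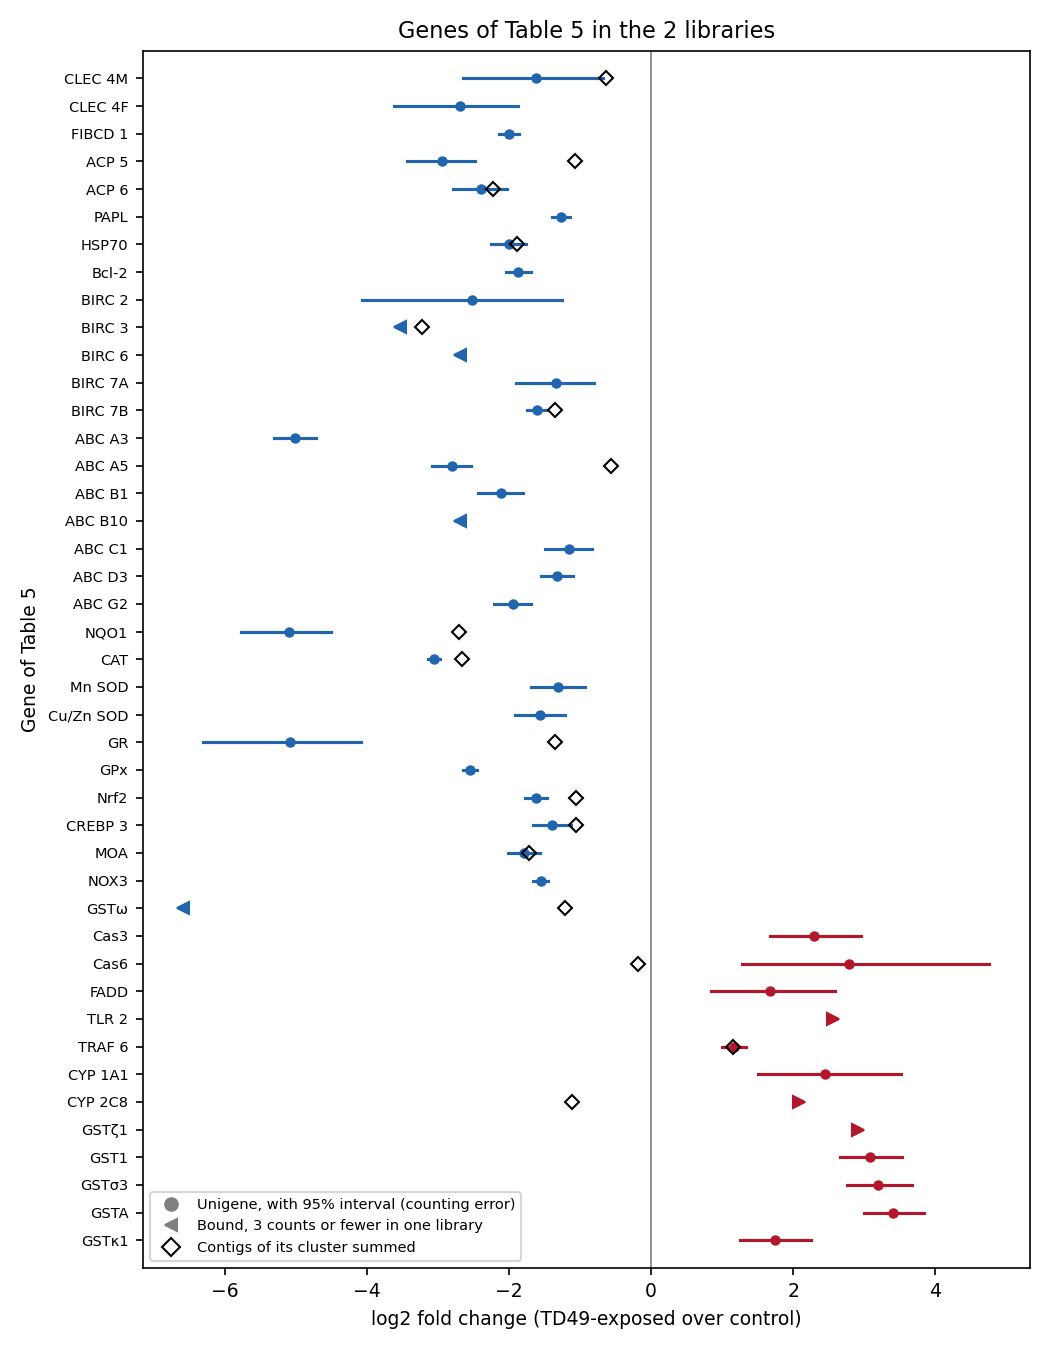
Log2 fold change of FPKM, TD49-exposed over control, for the 43 genes of Table 5. Circles are unigenes with 95% intervals (counting error only), triangles are bounds where 1 library had 3 counts or fewer, and diamonds are the summed FPKM of the contigs of the unigene's cluster. The diamonds of Cas6 and CYP 2C8 lie on the other side of 0.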

The detoxification, apoptosis, and immune-related differentially expressed genes are shown in Table 5.

### 3.5. Genes Related to TD_49_-Induced Stress Response

A total of ten transcripts from the DGE libraries were analyzed by qRT-PCR; among them, one was upregulated and nine were downregulated. The detected fold changes from qRT-PCR were compared to those from the DGE analysis results and are shown in Figure 10. The genes exhibited a consistent trend for both qRT-PCR analysis and DGE results. The correlation coefficient between the DGE and qRT-PCR results was 0.96 (*p* < 0.001).

## 4. Discussion

For a comprehensive environmental risk assessment, exposure assessment, dose-response assessment, hazard identification, and risk characterization are widely used as standard protocols. TD_49_ is a newly synthesized algicide that shows high toxicity to harmful algae at low concentrations of 0.1–2 μM, but shows very low toxicity to non-harmful algae, even at concentrations of >100 μM [7]. However, in the application of TD_49_ as algicide, TD_49_ exposure may also cause potential irritation to non-target species, especially for economically important aquatic animals. The current study revealed the overall responses to TD_49_ exposure by bivalves at the transcript level using transcriptomics analysis, and effectively helped to establish a standard method for predicting and evaluating the toxicity of a novel algicide in bivalves.

Apoptosis is a process of programmed cell death that is characterized by the activation of caspases (Cas), followed by the systematic breakdown of dying cells into vulnerable phagocytized apoptosomes [24]. Members of the antiapoptotic B cell lymphoma-2 family (Bcl-2) including Bcl-XL protects cells from a series of apoptotic factors and are essential for cell survival [25]. In the current study, we found that the expression of Bcl-2 and Bcl-XL was decreased, suggesting that TD_49_ exposure inhibited the expression of survival factors. In addition, inhibitors of apoptosis (IAP) family proteins, which are characterized by a novel ~70-amino acid domain known as the baculoviral IAP repeat (BIR), are further important negative regulators of apoptosis [26,27]. 

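Bcl-2 of Table 5, at -1.90, was assigned Unigene20286 (4422 bp), which SwissProt names apoptosis regulator Bcl-2. It had 1181 counts in control and 329.7 after TD49 exposure, a log2 fold change of -1.87 (95% interval -2.05 to -1.69). The same unigene carries the KEGG ortholog Bcl-XL. Its value is the nearest to that of Table 5 but not equal to it when rounded. Whether both names rest on 1 measurement therefore stays open. Of the 5 unigenes with the ortholog Bcl-XL, Unigene20286 was the only DEG, also under TMM scaling. BNIP3, another ortholog of the Bcl-2 group, had 3 unigenes, all DEGs. Unigene1568 had a log2 fold change of -1.52 and CL1690.Contig1 of -1.20. Under TMM scaling CL1690.Contig1 was at -0.94 and no longer a DEG. CL1690.Contig2 was listed only after exposure, with 125 counts, at least 40.8-fold higher. Its cluster summed to a log2 fold change of -0.61, which was not a DEG.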

In the present study, the expression of baculoviral IAP repeat-containing protein (BIRC)-related genes including *BIRC 2*, *BIRC 3*, *BIRC 6*, *BIRC 7A*, and *BIRC 7B* was downregulated, indicating the potential activation of downstream caspase. 

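BIRC 7B (CL655.Contig3) had the most counts of the 5 genes, 1801 in control and 601 after exposure, a log2 fold change of -1.61 (95% interval -1.74 to -1.47). BIRC 7A (Unigene2151) had 102 and 41 counts, a log2 fold change of -1.34, and BIRC 2 (Unigene27139) 34 and 6, with -2.52 and an interval from -4.06 to -1.25. BIRC 3 (CL1686.Contig1) fell from 33.9 counts to 1.12, at least 11.6-fold lower. BIRC 6 (Unigene25428) fell from 19 counts to 1, at least 6.46-fold lower with the floor. The 95% interval of its log2 fold change reached up to -1.59, a smaller change than this bound. Over all 85 unigenes with a BIRC annotation, 1 was an upregulated and 19 were downregulated DEGs, or 3 and 15 under TMM scaling. Their median log2 fold change was -0.90, or -0.77 with members at the floor set to their bound. Against 10000 random lists of as many annotated unigenes, matched on mean expression, this median lay at percentile 0.13, a description of these 2 libraries alone. TMM scaling gave a median of -0.63.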

Meanwhile, elevated *Cas3*, *Cas6*, *Cas10* and FAS-associated death domain protein (*FADD*) gene expression levels in the gills of TD_49_-exposed bay scallops revealed that TD_49_ induces FADD-dependent apoptosis in the gills of bay scallops, thereby inducing apoptosis primarily through the activation of Cas10 and its downstream signaling pathway [28]. Moreover, TD_49_ exposure also activated apical caspases including Cas8 and Cas9, which then activated the downstream effector Cas3, resulting in cell death.

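Cas3 (Unigene18357) had 26 counts in control and 129 after exposure, a log2 fold change of 2.29 (95% interval 1.68 to 2.96). A second unigene, with the KEGG ortholog of Cas3 (Unigene18982), rose from 22 to 59 counts. The unigene of Cas6 in Table 5, CL957.Contig4, is named caspase-8 by SwissProt and rose from 3.99 to 28.4 counts, a log2 fold change of 2.79 (1.28 to 4.76). The 5 contigs of its cluster summed to 146 and 158 counts, a log2 fold change of 0.085, whereas their summed FPKM gave -0.19. The cluster was not a DEG by either. The 1 unigene with the KEGG ortholog of Cas6 had 1 and 3 counts, too few for a fold change to be given. Among the unigenes with a count, 0 carried the KEGG ortholog or the SwissProt name of Cas10. FADD (Unigene17009) rose from 16 to 52 counts, a log2 fold change of 1.68 (0.84 to 2.58), and was the only DEG of 3 unigenes with that ortholog. Summed over these 3 unigenes, the counts were 609 in control and 614 after exposure. The wider search by name used for Table 5 found 4 FADD unigenes, with 1 upregulated and 1 downregulated DEG (-1.56). Over the 42 unigenes with a caspase annotation, 10 were upregulated and 5 downregulated DEGs. Their median log2 fold change was 0.51 (0.49 at the bound, 0.77 under TMM scaling), at percentile 99.8 of the random lists. From the higher caspase and FADD transcripts, the paper concludes that TD49 triggers apoptosis that depends on FADD.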

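The KEGG ortholog of Cas8 was carried by 6 unigenes, of which 2 were DEGs. Unigene15871 rose from 68 to 182 counts, a log2 fold change of 1.40 (95% interval 0.99 to 1.82). Unigene31390 was listed only in control, with 35 counts, at least 11.9-fold lower after exposure. The unigene with the most counts, Unigene7413, had 339 and 291, a log2 fold change of -0.25 that TMM scaling turned to 0.022. Of the 3 unigenes with the ortholog of Cas9, Unigene9532 was the only DEG. It fell from 100 to 31 counts, a log2 fold change of -1.71 (-2.34 to -1.12). Unigene2254, which SwissProt names caspase-9, had 59 and 32 counts and was not a DEG. The third, Unigene15995, had 49 and 58.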

ATP-binding cassette (ABC) transporters are major transmembrane proteins, and comprise the largest transporter gene family. They play a role in transporting a series of substrates including proteins, sugars, amino acids, peptides, and metal ions, as well as numerous hydrophobic compounds and metabolites across biological membranes [29]. In addition, in aquatic species, they play a part in multiple xenobiotic resistance phenotypes by exporting xenobiotic substances out of the cells or by facilitating the sequestration of toxins within specialized cells or organelles, effectively segregating them from vulnerable protein and DNA targets [12,29]. ABCB1 has been reported to protect cells from toxic factors due to its broad substrate specificity; ABCG2 is similarly involved the transport and efflux of drugs or other toxic compounds [30,31]. ABCC1 was identified as a multidrug resistance gene and has been demonstrated to transport glutathione conjugates originating from many toxic compounds [30]. Therefore, the decreased expression of *ABCB1*, *ABCC1*, and *ABCG2* in the gills of bay scallops exposed to TD_49_ may indicate a reduced ability to resist a wide range of xenotoxins or endogenous stimulants. 

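ABCB1 (Unigene64, multidrug resistance protein 1 in SwissProt) had 433 counts in control and 102 after exposure, a log2 fold change of -2.11 (95% interval -2.44 to -1.80). ABCG2 (Unigene15299) had 580 and 153, a log2 fold change of -1.95 (-2.21 to -1.69). ABCC1 (CL744.Contig2, multidrug resistance-associated protein) had 247 and 113, a log2 fold change of -1.16 (-1.49 to -0.83). Under TMM scaling ABCC1 was at -0.89 and no longer a DEG. Another transporter of Table 5, ABC B10 (Unigene26545), had 19 counts and 1, at least 6.46-fold lower. Of the 109 unigenes annotated as ABC transporters, 0 were upregulated and 17 downregulated DEGs, or 2 and 13 under TMM scaling. Their median log2 fold change was -1.38, -1.03 at the bound and -1.11 under TMM scaling. It lay at percentile 0 of the random lists.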

Previous reports have found that ABCA, ABCG, and ABCD classes act as gatekeepers for the cellular and body homeostasis of sterols, and may exert related functions for the cellular homeostasis of phospholipids and cholesterol and fatty acid metabolism in vertebrates [30]. Hence, the inhibition of *ABCA3*, *ABCA5*, and *ABCD3* expression induced metabolic disequilibrium in TD_49_-exposed bay scallops. 

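ABCA3 (Unigene8136, 5833 bp) fell from 3156 to 99.9 counts, a log2 fold change of -5.00 (95% interval -5.31 to -4.72). It was a DEG with either assumed BCV. ABCA5 (CL377.Contig11) fell from 874 to 128 counts, a log2 fold change of -2.80 (-3.08 to -2.54). The 10 contigs of its cluster summed to 3167 and 1871 counts, a log2 fold change of -0.57, which was not a DEG. ABCD3 (Unigene9336) had 538 and 219 counts, a log2 fold change of -1.32 (-1.55 to -1.09), and was a DEG with neither BCV.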

Cytochrome P450s (CYP) make up a major family of enzymes which act on many endogenous substrates including fatty acids, eicosanoids, bile acids, sterols and steroids, retinoids, vitamin D3 derivatives, and uroporphyrinogens [32]. NADPH oxidase (NOX), including NOX3, is found in the cytoplasmic membrane of phagocytic cells and can generate reactive oxygen species (ROS) to remove pathogenic invaders [33]. 

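NOX3 in Table 5 matched Unigene16745 (6315 bp), which SwissProt names NADPH oxidase 5. It had 2746 counts in control and 953 after TD49 exposure, a log2 fold change of -1.55 (95% interval -1.66 to -1.45). Of 13 unigenes annotated as NADPH oxidase or dual oxidase, 1 was an upregulated and 3 were downregulated DEGs, or 2 and 3 under TMM scaling. Summed over these unigenes, the counts were 14666 in control and 15909.7 after exposure.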

The current results showed that *NOX3* mRNA expression was suppressed following TD_49_ exposure, and it was speculated that the elimination of TD_49_ was not due to NOX3-mediated ROS production. Moreover, many cytochrome P450 enzymes can metabolize various exogenous compounds including natural plant products, drugs, environmental chemicals, and other contaminants, subsequently resulting in the successful detoxication of the irritant [32]. Among them, CYP 1A1 and CYP 2C8 were identified to be involved in the metabolism of xenobiotics [34]. 

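CYP 1A1 was Unigene13870 (669 bp), 1 of 2 unigenes with that annotation, which SwissProt names a steroid hydroxylase/lyase. It had 11 counts in control and 60.6 in the TD49-exposed library, a log2 fold change of 2.45 (95% interval 1.51 to 3.53). CYP 2C8 was CL2645.Contig2 (396 bp), listed only after exposure with 13 counts, at least 4.25-fold higher. With the other contig of its cluster, the counts were 512 in control and 172 after exposure, a log2 fold change of -1.11 and a downregulated DEG. CYP2C8 was the best Nr hit of 22 unigenes, with 3 upregulated and 9 downregulated DEGs, or 3 and 7 under TMM scaling. All 133 unigenes annotated as cytochrome P450 had a median log2 fold change of -0.13 (-0.15 at the bound), which was 0.14 under TMM scaling. This was percentile 71.5 of the random lists. Of them 13 were upregulated and 22 downregulated DEGs, or 17 and 18 under TMM scaling. Their counts summed to 51275 in control and 22393 after exposure, and 4 of the 5 most abundant were lower.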

In our present investigation, the expression of *CYP 1A1* and *CYP 2C8* was upregulated, indicating that these proteins activated in response to TD_49_ invasion. In addition, GSTs represent a major family of detoxification enzymes [35]. The elevation of *GST ζ1, GST 1, GST σ3, GST A*, and *GST κ1* mRNA in the gills of bay scallops after TD_49_ exposure compared to control implied that the clearing of TD_49_ was mainly carried out by GST.

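GSTA (Unigene13603) rose from 52 to 560 counts, a log2 fold change of 3.41 (95% interval 3.00 to 3.85). GSTσ3 (Unigene1607) rose from 46 to 427 counts, a log2 fold change of 3.20 (2.76 to 3.67). GST1 (Unigene16534) had 50 and 428 counts, a log2 fold change of 3.08 (2.65 to 3.53). GSTκ1 (Unigene15484) had 46 and 156, a log2 fold change of 1.74 (1.26 to 2.25). GSTζ1 (Unigene37965) was listed only after exposure, with 23 counts, at least 7.51-fold higher. GSTω (CL1560.Contig1) of Table 5 was listed only in control, with 282 counts, at least 95.9-fold lower after exposure. The 6 contigs of its cluster summed to 1012 and 405 counts, a log2 fold change of -1.21. In all, 57 unigenes had a glutathione S-transferase annotation, 17 of them upregulated and 13 downregulated DEGs. Their median log2 fold change was 0.31, and 0.57 under TMM scaling, at percentile 97.7 of the random lists. Their counts summed to 0.639% of the control library and 0.247% of the TD49-exposed library.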

The antioxidant defense system functions in the elimination of free radicals and is vital for the response to oxidative stresses and damage. Antioxidant enzymes including catalase (CAT), superoxide dismutase (SOD), glutathione peroxidase (GPx), reductase (GR), and NAD(P)H:quinine oxidoreductase 1 (NQO1) play important roles in detoxification. SOD removes superoxide anions from the cytoplasm by catalyzing the dismutation of two superoxide radicals to hydrogen peroxide (H_2_O_2_) and oxygen (O_2_) [36]. Thereafter, H_2_O_2_ is catalyzed by CAT to produce H_2_O and O_2_ [37]. GPx and GR are also important antioxidative enzymes; when H_2_O toxicity is neutralized by different GPx members, GSH is converted to oxidized glutathione (GSSG), and subsequently reduced by GR, thus maintaining the GSH/GSSG ratio [38]. 

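CAT in Table 5 matched CL4056.Contig2 (11116 bp), which fell from 10251 to 1255 counts, a log2 fold change of -3.06 (95% interval -3.14 to -2.97). It owes the name catalase to a nucleotide hit, and its SwissProt hit is a serine/threonine-protein kinase. Mn SOD (Unigene8960) fell from 206 to 84.4 counts, a log2 fold change of -1.30, and was 1 of 4 unigenes that matched the name and value. Cu/Zn SOD (Unigene16136) fell from 260 to 90 counts, a log2 fold change of -1.56. Neither has a SwissProt hit. Unigenes named by a SwissProt hit to the enzyme were added after the values had been seen. Catalase was the hit of Unigene9131, which rose from 734 to 2569 counts, of Unigene13412, which rose from 176 to 680.05, and of Unigene3295 (15 and 32, not a DEG). Mitochondrial Mn SOD was the hit of both contigs of CL4273. Contig1 rose from 137 to 754 counts, Contig2 was listed only in control with 52.2 (at least 17.7-fold lower), and their sum had a log2 fold change of 1.93. Unigene11650, named superoxide dismutase [Fe], rose from 25 to 62. Of 4 unigenes with a Cu-Zn SOD hit, Unigene2659 fell from 669 to 44 counts, a log2 fold change of -3.95. The others had log2 fold changes of 0.42, 0.47 and -0.04 (0.22 under TMM scaling) and were not DEGs. All 8 unigenes annotated as superoxide dismutase had a median of 0.19, at percentile 71.3 of the random lists. GPx (Unigene16176, glutathione peroxidase 2) fell from 5898 to 1025 counts, a log2 fold change of -2.55 (-2.65 to -2.45). The 4 unigenes annotated as glutathione peroxidase had a median of -2.00 (-1.23 at the bound, -1.73 under TMM scaling), at percentile 1.82. GR (CL4487.Contig2) fell from 266 to 7.92 counts, a log2 fold change of -5.08 (-6.30 to -4.08). The other contig of its cluster rose from 48.4 to 115, a log2 fold change of 1.23, and the cluster summed to -1.35.

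**Figure D3:**
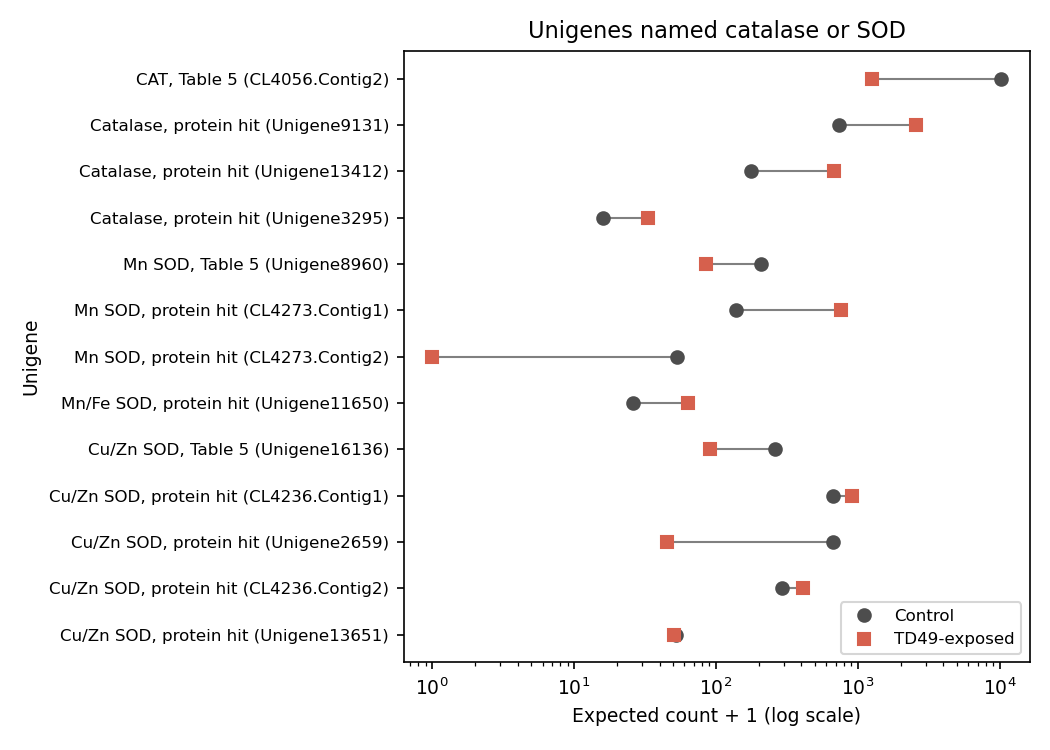
Expected counts plus 1 on a log scale, in the control (grey circles) and TD49-exposed (red squares) libraries, for unigenes named catalase or superoxide dismutase in Table 5 or by a protein hit. The Table 5 unigenes lie lower after exposure, whereas Unigene9131, Unigene13412 and CL4273.Contig1 lie higher.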

In the present study, the expression of *SOD, CAT, GPx*, and *GR* were inhibited, suggesting that the antioxidant capacity of TD_49_-exposed bay scallops was strongly inhibited. NQO1 is widely known to have multiple protective functions; it can catalyze the reduction of nitroaromatics, quinoneimines, quinones, and azo dyes compounds, as well as protect cells from redox cycling and oxidative stress [12,39]. 

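NQO1 in Table 5 matched CL3053.Contig3 (1993 bp), named quinone oxidoreductase by SwissProt. It had 787 counts in control and 23.4 in the TD49-exposed library, a log2 fold change of -5.10 (95% interval -5.76 to -4.50). Its cluster holds 4 contigs, which summed to 7941 and 1198 counts, a log2 fold change of -2.70. CL3053.Contig2 and CL3053.Contig4 were also lower, with log2 fold changes of -2.42 and -3.75. CL3053.Contig1 rose from 2 to 22 counts, at least 7.19-fold higher. Outside the cluster, Unigene8321, with the same quinone reductase ortholog, rose from 23 to 72 counts, a log2 fold change of 1.62. Of the 7 unigenes with that ortholog, 2 were upregulated and 3 downregulated DEGs, also under TMM scaling. Unigene11565, which carries the KEGG ortholog of NQO1 and is named NAD(P)H dehydrogenase [quinone] by SwissProt, had 110 and 91 counts. Its log2 fold change of -0.29 (-0.71 to 0.12) was not a DEG.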

The present results showed that the expression of *NQO1* mRNA in bay scallops decreased after TD_49_ exposure, indicating that TD_49_ acted as an inhibitor of NQO1. Therefore, it can be deduced that TD_49_ exposure may diminish the protective ability of cells against oxidative damage and toxic effects, including those caused by quinones. Nrf2 binds to the antioxidant-response element (ARE) and regulates ARE-mediated antioxidant enzyme gene expression in response to a variety of stimuli, including metals, xenobiotics, antioxidants, and UV irradiation [40]. Previous studies demonstrated that Nrf2 can regulate ARE-mediated *NQO1* gene expression, and is subsequently involved in the transcriptional activation of other ARE-mediated genes including haem oxygenase 1 (*HO-1*), the *GST Ya* subunit, and γ-glutamylcysteine synthetase (*γ-GCS*), proteasomes, and drug transporters [40]. 

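Nrf2 was CL307.Contig1 (5906 bp), which SwissProt names nuclear factor erythroid 2-related factor 1 and KEGG factor 2-like. It had 1418 counts in control and 472 after TD49 exposure, a log2 fold change of -1.61 (95% interval -1.77 to -1.46). The 3 contigs of its cluster summed to 2891 and 1289.5 counts, a log2 fold change of -1.06, still a DEG. Of 4 unigenes with the Nrf2 annotation, 2 were DEGs and both were downregulated, also under TMM scaling. CL307.Contig1 was not a DEG at a BCV of 0.2.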

In our current investigation, *Nrf2* expression was majorly downregulated, consistent with a previous study showing that PA exposure substantially inhibited the expression of *Nrf2* in bay scallops [12]. Hence, we speculated that TD_49_ suppressed the expression of *Nrf2*, thereby decreasing the expression of downstream antioxidant-related genes including *NQO1*, *SOD*, *CAT*, *GPx*, and *GR* [41].

In invertebrates, the innate immune system mainly functions in the prevention of pathogenic invasion, as they lack an acquired immunity. Immune recognition, which discriminates self and non-self, plays a crucial part in initiating the immune response [11]. Immune responses begin when soluble, specialized, or cell-bound pattern recognition receptors (PRRs) recognize pathogen-associated molecular patterns [11,31]. To date, seven distinct PRRs have been identified in scallops, including fibrinogen C domain-containing protein (FIBCD) and C-type lectins (CLEC). In the present study, *TLR*, *CLEC 4M*, *CLEC 4F*, and *FIBCD 1* mRNA expression was majorly inhibited after exposure to TD_49_, indicating that TD_49_ exposure might suppress the ability of scallops to recognize and clear non-self molecules such as pathogenic bacteria and xenobiotics. 

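FIBCD 1 (Unigene691) had 2067 counts in control and 524 after exposure, a log2 fold change of -2.00 (95% interval -2.14 to -1.86). Of the 2 unigenes listed for FIBCD, Unigene691 was the only DEG, while TMM scaling gave 1 upregulated and 1 downregulated. Their counts summed to 2384 in control and 1063 after exposure. CLEC 4F (Unigene10362) had 89 and 14 counts, a log2 fold change of -2.69 (-3.62 to -1.87). CLEC 4M (CL1351.Contig2), which SwissProt names perlucin-like protein, had 38 and 12.6 counts, a log2 fold change of -1.62 (-2.65 to -0.68). Its FDR by the exact conditional test of Audic and Claverie was 0.00147, so it was not a DEG, and with counts truncated in place of rounded it was. The 2 contigs of its cluster summed to a log2 fold change of -0.63. TLR 2 (Unigene35805, 555 bp), which KEGG names toll-like receptor 4, had 1 count in control and 18 after exposure, at least 5.88-fold higher. In all, 51 unigenes had a Toll-like receptor annotation, 7 of them upregulated and 3 downregulated DEGs. Their median log2 fold change was 0.72 (0.39 at the bound, 0.99 under TMM scaling), at percentile 99.98 of the random lists. The 15 unigenes annotated as C-type lectins had a median of 0.74 (1.00 under TMM scaling), at percentile 98.6, with 6 upregulated and 2 downregulated DEGs.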

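Among 11 unigenes annotated as acid phosphatases, 4 were DEGs and all were downregulated, whereas TMM scaling gave 2 upregulated and 3 downregulated. Unigene1673, lysosomal acid phosphatase in SwissProt, had 56 counts in control and 17 after TD49 exposure, a log2 fold change of -1.74 (95% interval -2.61 to -0.93). A second lysosomal acid phosphatase, Unigene6752, had 381 and 217 counts, a log2 fold change of -0.84, and was not a DEG. In Table 5, ACP 5 (CL3891.Contig1) fell from 327 to 43.3 counts, a log2 fold change of -2.94, and its cluster of 2 contigs summed to -1.07. ACP 6 (CL4243.Contig1) fell from 362 to 70 counts, a log2 fold change of -2.40. PAPL (Unigene737, iron/zinc purple acid phosphatase) had 1560 and 660 counts, a log2 fold change of -1.27, and was not a DEG under TMM scaling.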

The related expression of acid phosphatase (*ACP*), which is a typical lysosomal enzyme sensitive to environmental stresses [42,43], was reduced in the gills of bay scallops exposed to TD_49_. This is consistent with a previous study, which reported a decrease in ACP expression in the gills of bay scallops after PA exposure for up to 48 h [12].

In conclusion, we have comprehensively revealed the transcriptional complexity of the physical responses of bay scallop gills to TD_49_ exposure, many of which are related to the pathways controlling apoptosis, detoxification, immune response, and antioxidant processes against TD_49_. Moreover, the current results demonstrated the potential toxicity of the algicide TD_49_, which might act as an environmental endocrine disruptor for non-target marine species, especially economically important bivalves, since TD_49_ exposure appeared to activate the apoptosis pathway. Furthermore, the results of this study not only revealed the potential risk of the mainstream application of TD_49_ as an algicide strategy, but should also draw the attention of researchers to the importance of analyzing the potential impact of chemical compounds as algicides to control the proliferation of harmful algae, due to the secondary pollution caused by their application.

## Figures and Tables

**Figure 1:**
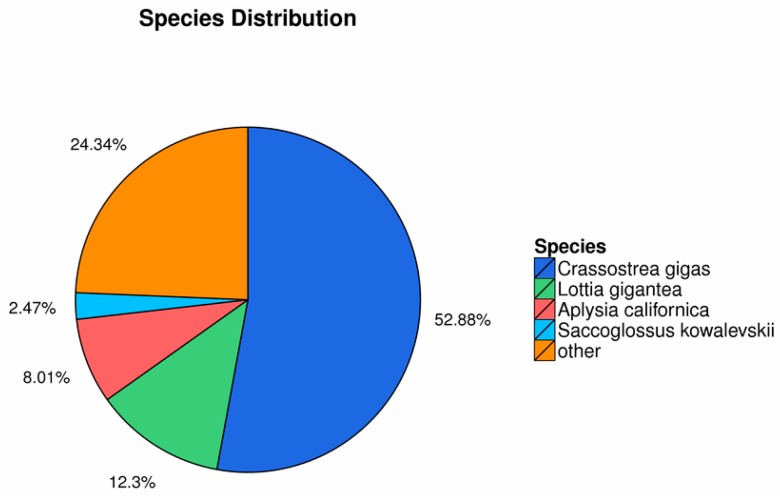
Distribution of annotated species.

**Figure 2:**
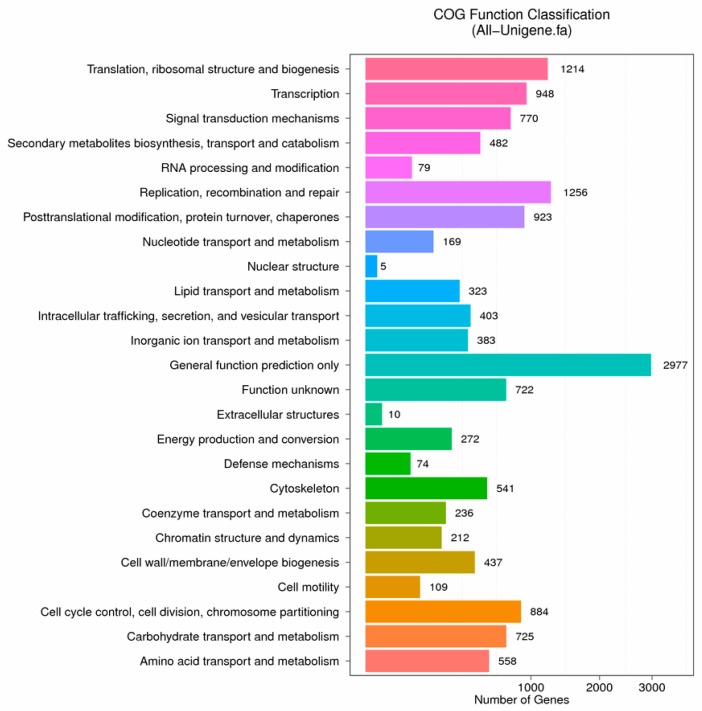
Functional distribution of Clusters of Orthologous Groups (COG) annotation.

**Figure 3:**
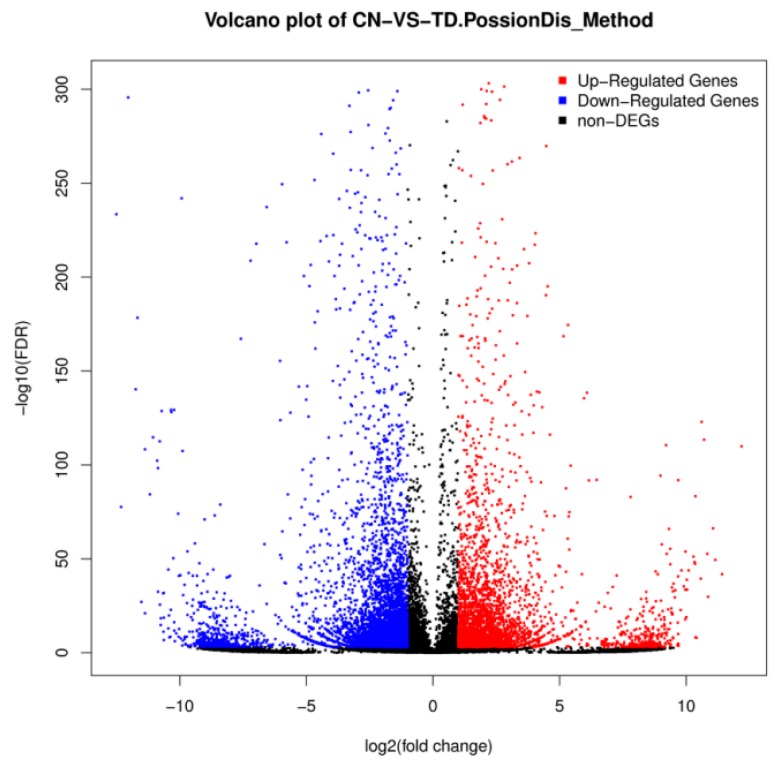
Volcano plot of differentially expressed genes (DEGs) between the control (CN) and Thiazolidinedione (TD)-treated groups.

**Figure 4:**
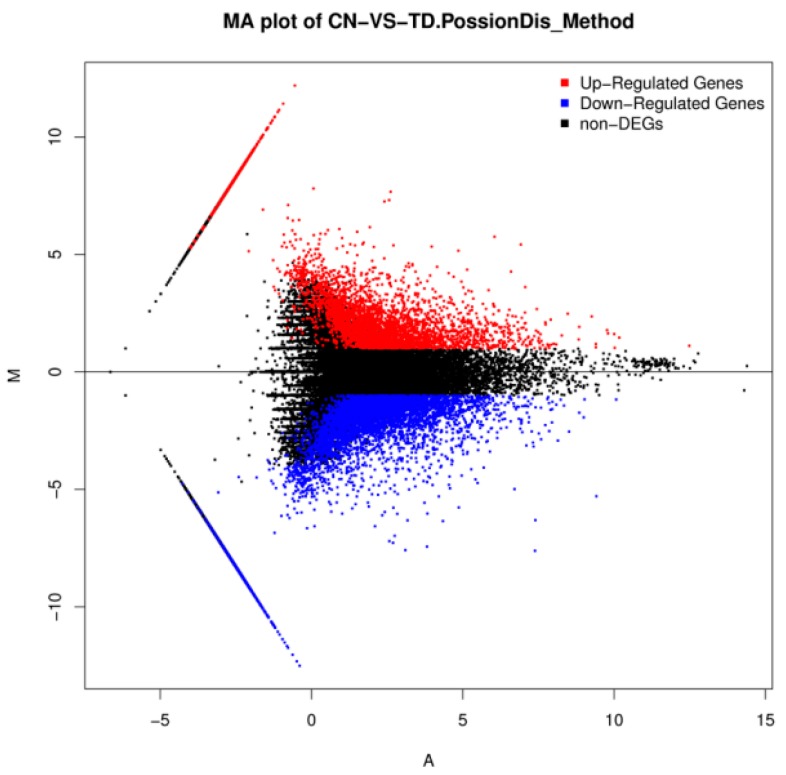
M (log ratio) and A (mean average) (MA) plot of DEGs between the control (CN) and the Thiazolidinedione (TD)-treated group.

**Figure 5:**
Pathway classification of differentially expressed genes.

**Figure 6:**
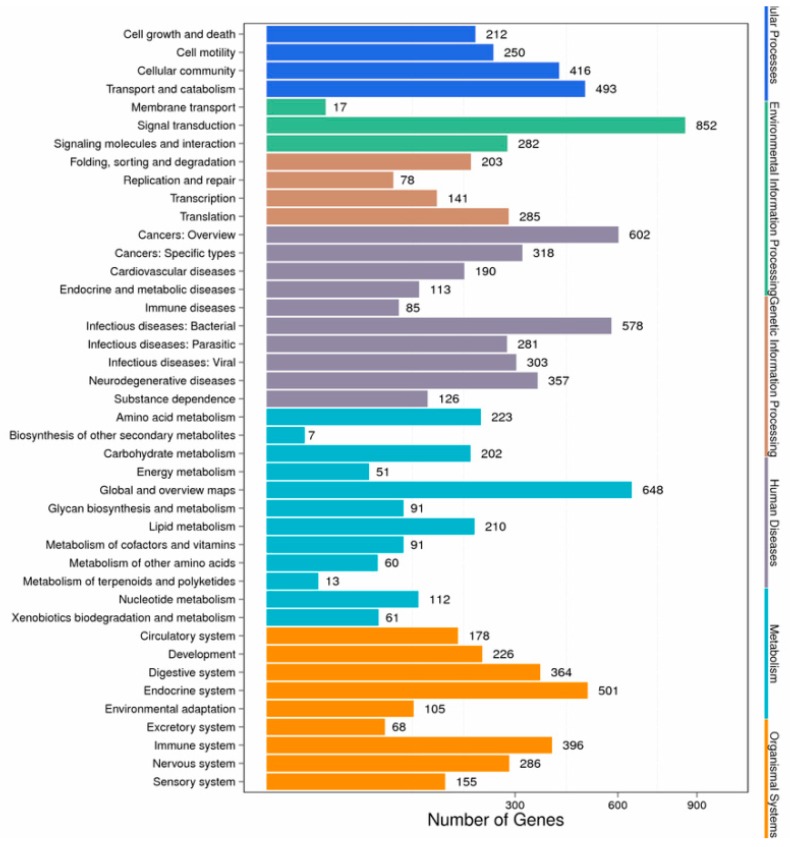
Pathway classification of differentially expressed genes.

**Figure 7:**
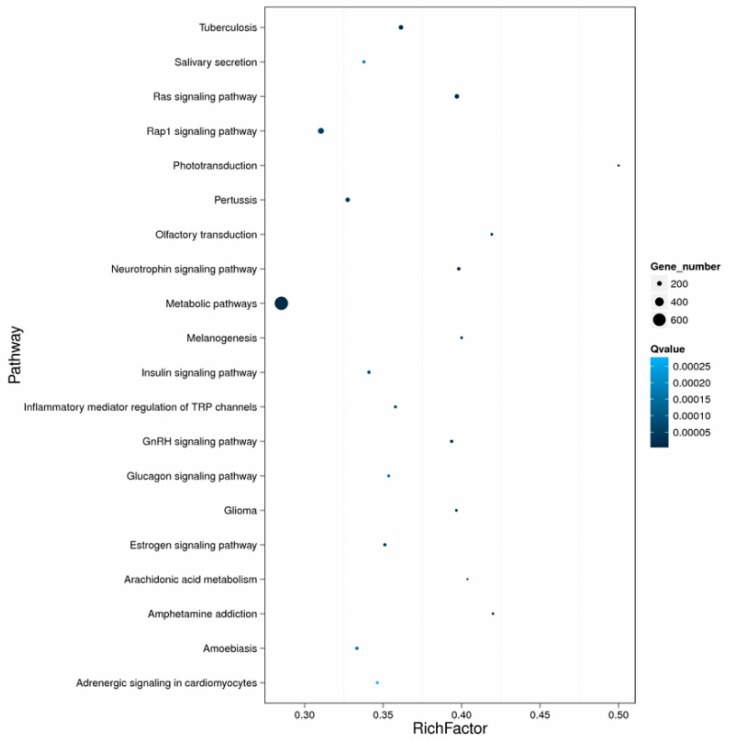
Pathway functional enrichment of differentially expressed genes. Colors indicate q-value (high: white, low: blue), a lower q-value indicates more significantly enriched genes. The size of the dots indicates the degree of differential expression.

**Figure 8:**
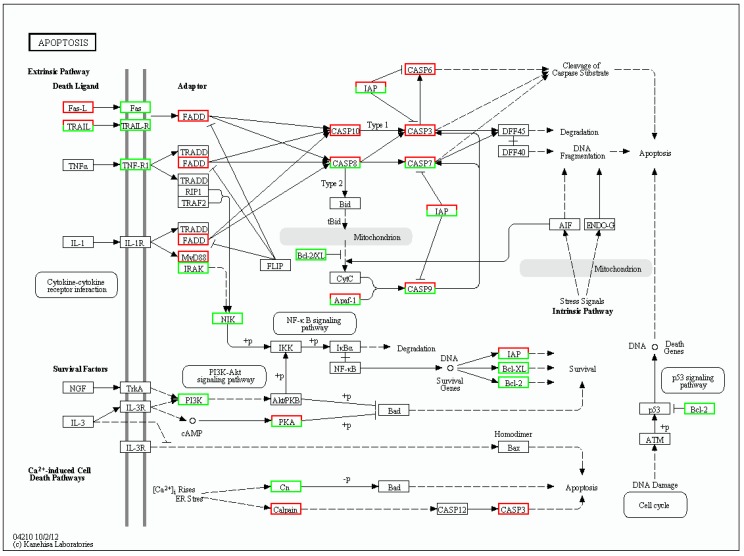
Differentially expressed genes associated with apoptosis pathways. Red, green, and white boxes indicate significantly upregulated, downregulated, and unchanged expression in the transcriptomic profile, respectively.

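Each coloured box of Figure 8 was compared with the DEGs that carry its KEGG ortholog. For 13 of 20 boxes the DEGs had the direction of the colour. The colours come from these same 2 libraries, so a match is no independent check. The boxes TRAIL-R, CASP10 and Bcl-2 had 0 unigenes with the ortholog among those with a count. CASP6 and Apaf-1 each had 1 unigene, with 1 and 3 counts and with 2 and 4 counts in control and after exposure. The 58 unigenes of the IAP box held 1 upregulated and 16 downregulated DEGs, and the 17 of the calpain box held 5 upregulated DEGs, with log2 fold changes from 1.43 to 2.33. MyD88 had 2 upregulated DEGs, at 1.93 and 2.18. CASP9 had 1 DEG, which was downregulated. The 1 unigene of Fas, with 13 counts in control and 0 after exposure, and the 1 DEG of NIK, at -1.20, were not DEGs under TMM scaling.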

**Figure 9:**
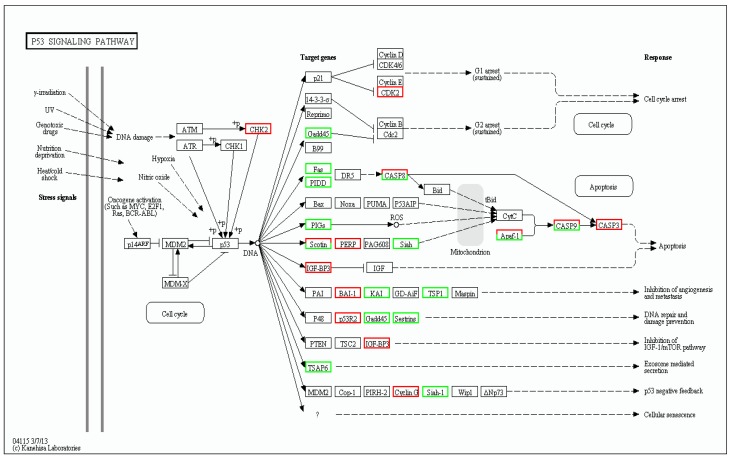
Differentially expressed genes associated with the p53 signaling pathway. Red, green, and white boxes indicate significantly upregulated, downregulated, and unchanged expression in the transcriptomic profile, respectively.

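For 14 of the 15 coloured boxes of Figure 9, the DEGs with the box's KEGG ortholog had the direction of the colour. As for Figure 8, the colours come from these same 2 libraries, so a match is no independent check. TSAP6 had 0 unigenes with the ortholog among those with a count. CHK2 rose from 23 to 117 counts, a log2 fold change of 2.32, and CDK2 from 35 to 133, with 1.90. p53R2 rose from 7 to 100 counts, a log2 fold change of 3.81. The sestrins had 3 downregulated DEGs, from -3.43 to -1.69, and Gadd45 had 2, at -2.03 and -1.55. Scotin had 5 upregulated and 6 downregulated DEGs among 19 unigenes, or 5 and 5 under TMM scaling. The call of PIGs, at -1.48, was lost under TMM scaling. Siah, with 2 downregulated DEGs, gained 1 upregulated DEG under TMM scaling, against the colour of its box. The only DEG left in these boxes at a BCV of 0.4 was 1 downregulated unigene of Siah.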

**Figure 10:**
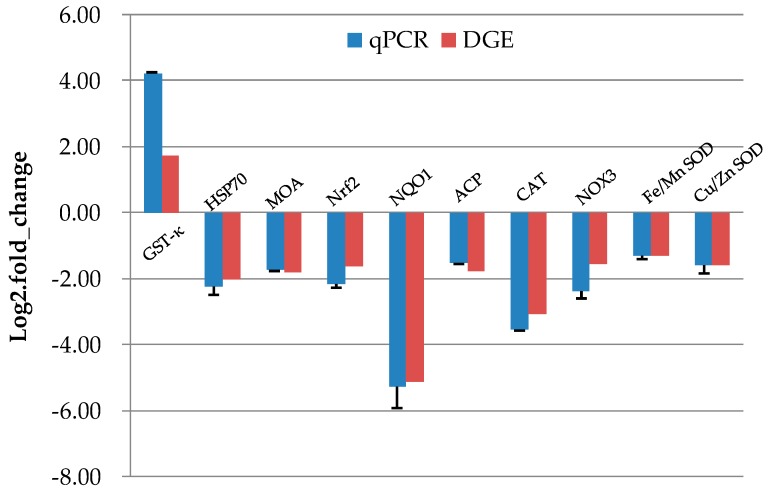
Results of quantitative real time PCR (qPCR) validation (blue) compared to digital gene expression (DGE) analysis results (red). Data represent mean ± SD values (*n* = 3). GST-Kappa: glutathione-*S*-transferase Kappa, HSP70: Heat Shock Protein 70, MOA: monoamine oxidase A, Nrf2: Nuclear factor erythroid 2-related factor 2, NQO1: NAD(P)H:quinine oxidoreductase 1, ACP: acid phosphatase, CAT: catalase, NOX3: NADPH oxidase 3, SOD: superoxide dismutase.

**Table 1:** Summary of sequencing reads after filtering.

Sample	Total Raw Reads (Mb)	Total Clean Reads (Mb)	Total Clean Bases (Gb)	Clean Reads Q20 (%)	Clean Reads Q30 (%)	Clean Reads Ratio (%)
CN	45.92	45.76	4.58	98.21	95.30	99.65
TD	45.92	45.85	4.58	98.30	95.52	99.84

Q20: the rate of bases with a quality of greater than 20, CN: control, TD: Thiazolidinedione 49-exposed.

**Table 2:** Quality metrics of transcripts.

Sample	Total Number	Total Length	Mean Length	N50	N70	N90	GC (%)
CN	78,376	52,817,747	673	1231	568	252	39.12
TD	71,899	45,492,111	632	1093	518	245	39.23

N50: a weighted median statistic showing that ≥50% of the total length is contained in the transcripts, GC (%): the percentage of G and C bases in all transcripts, CN: control, TD: Thiazolidinedione 49-exposed.

**Table 3:** Quality metrics of unigenes.

Sample	Total Number	Total Length	Mean Length (bp)	N50	N70	N90	GC (%)
CN	51,394	40,985,988	797	1410	702	302	39.48
TD	48,654	36,217,952	744	1266	637	288	39.54
All-unigene	57,882	50,329,144	869	1594	827	321	39.36

N50: a weighted median statistic indicating that ≥50% of the total length is contained in the unigenes, GC (%): the percentage of G and C bases in all unigenes, CN: control, TD: Thiazolidinedione 49-exposed.

**Table 4:** Summary of functional annotation of unigenes.

Values	Total	Nr- Annotated	Nt- Annotated	SwissProt- Annotated	KEGG- Annotated	COG- Annotated	Interpro- Annotated	GO- Annotated	Overall
Number	57,882	25,267	9983	19,555	18,931	8729	19,017	4032	28,172
Percentage	100%	43.65%	17.25%	33.78%	32.71%	15.08%	32.85%	6.97%	48.67%

**Table 5:** Detoxification, apoptosis, and immune-related differentially expressed genes in gills of bay scallop exposed to Thiazolidinedione 49 (TD_49_) for up to 48 h.

Description	Transcript	Log2 Fold Change (RNAseq)	Regulation
Downregulated			
Immune system	CLEC 4M	−1.62	Down
	CLEC 4F	−2.69	Down
	FIBCD 1	−2.00	Down
	ACP 5	−2.94	Down
	ACP 6	−2.40	Down
	PAPL	−1.27	Down
	HSP70	−2.00	Down
Apoptosis	Bcl-2	−1.90	Down
	BIRC 2	−2.51	Down
	BIRC 3	−4.97	Down
	BIRC 6	−4.25	Down
	BIRC 7A	−1.33	Down
	BIRC 7B	−1.61	Down
Transmembrane proteins	ABC A3	−5.01	Down
	ABC A5	−2.80	Down
	ABC B1	−2.11	Down
	ABC B10	−4.27	Down
	ABC C1	−1.16	Down
	ABC D3	−1.32	Down
	ABC G2	−1.95	Down
Antioxidant system	NQO1	−5.10	Down
	CAT	−3.06	Down
	Mn SOD	−1.30	Down
	Cu/Zn SOD	−1.56	Down
	GR	−5.08	Down
	GPx	−2.55	Down
	Nrf2	−1.61	Down
Metabolism of xenobiotics	CREBP 3	−1.39	Down
	MOA	−1.79	Down
	NOX3	−1.55	Down
	GSTω	−11.18	Down
Upregulated			
Apoptosis	Cas3	2.29	Up
	Cas6	2.79	Up
	FADD	1.68	Up
Immune system	TLR 2	4.18	Up
	TRAF 6	1.17	Up
Metabolism of xenobiotics	CYP 1A1	2.45	Up
	CYP 2C8	8.52	Up
	GST *ζ*1	8.40	Up
	GST 1	3.08	Up
	GST*σ*3	3.20	Up
	GST A	3.41	Up
	GST*κ*1	1.74	Up

CLEC: C-type lectin domain family, FIBCD: Fibrinogen C domain-containing protein, TLR: Toll-like receptor, ACP: Lysosomal acid phosphatase, PAPL: Iron/zinc purple acid phosphatase, ABC: ATP-binding cassette sub-family, CAT: Catalase, GR: Glutathione reductase, GST: Glutathione *S*-transferase, GPx: glutathione peroxidase, Bcl-2: B cell lymphoma-2 family protein, CREBP: Cyclic AMP-responsive element-binding protein, CYP: Cytochrome P450, Nrf2: Nuclear factor erythroid 2-related factor 2, NQO1: NAD(P)H:quinine oxidoreductase 1, NOX3: NADPH oxidase 3, BIRC: Baculoviral IAP repeat-containing protein, FADD: FAS-associated death domain protein, Cas: caspase, TRAF: tumor necrosis factor receptor-associated factor, MOA: flavin-containing monoamine oxidase A, HSP70: Heat shock protein 70, SOD: superoxide dismutase.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2218-273X/9/8/310/s1. Supplementary File 1: The differential expression unigenes between the control and the TD_49_-treated groups. The accession number for our Raw dataset was submitted to GEO database under the accession number GSE133024.

How the deposited data were processed for this re-analysis (not part of the article)

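RNA from the gills of bay scallops was sequenced in 2 libraries, 1 from control scallops and 1 from scallops exposed to TD49 for 48 h. The paper's dose of 0.68 µM was used where a dose is named. No other sample was analysed here, and the qRT-PCR measurements were not used here.

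The authors cleaned the reads with SOAPnuke, assembled them with Trinity, clustered the transcripts with TGICL into unigenes, mapped the clean reads to these with Bowtie and quantified them with RSEM, as the paper states. The effective lengths in the files leave open which reads were counted. They deposited the expected count of each unigene with a count above 0 in each library, without further normalization. The authors also deposited the FPKM of each unigene, which RSEM computed as fragments per kilobase of effective length, scaled to the fragments counted in the library. In a table of DEGs, the authors deposited the FPKM of both libraries with 0 written as 0.01, the log2 of their ratio, and the p-value and FDR of the Poisson test of Audic and Claverie. These FPKM values equalled those of the library tables in 100% of the table. The authors' annotation (Nr, Nt, SwissProt, KEGG, COG, Interpro and GO) was used for names and lists. Unigenes with names that open with CL and share a cluster number were treated as contigs of 1 cluster. The log2 fold change of a cluster is of its summed FPKM, and its test is on its summed counts.

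The expected counts summed to 10260588 in the control library and 10468545 in the TD49-exposed library. Whole numbers made up 83.4% of them. Intervals at the 95% level cover counting error only, since PCR copies of a molecule were not marked and the variation between pools of scallops was not measured. A bound from the floor of 3 counts takes the other count as exact, so it is not a 95% limit.

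Counts were rounded and compared between the 2 libraries by the exact conditional test of Audic and Claverie, two-sided as 2 times the lower tail with the observed count or 2 times the upper tail without it. This form was settled after the data were seen, by comparison with the p-values of the authors' deposited table. The expected ratio was that of the 2 sums of counts. FDR followed Benjamini and Hochberg over 56178 unigenes. DEGs had an FDR below 0.001 and a change in FPKM of at least 2-fold. The test compares the reads of 2 libraries and gives no p-value for the conditions. Intervals of the fold change came from Clopper-Pearson limits on the share of a unigene's reads in the TD49-exposed library. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

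The genes named were every gene of Table 5 and the text, the coloured boxes of Figures 8 and 9, the 5 upregulated and 5 downregulated DEGs with the largest log2 fold change among those with at least 10 counts in each library and a SwissProt name, and the cluster with the most DEGs among clusters with both directions. A gene of Table 5 was assigned the unigene whose annotation names it and whose log2 fold change rounds to the value in Table 5, or, failing that, the nearest within 0.05. The protein-annotated catalase and superoxide dismutase unigenes, the mitochondrial unigenes, the ciliate tubulins and the unigenes of text genes singled out from their ortholog's list were chosen after their values were seen.

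Families were listed by their SwissProt or KEGG description (BIRC, caspase, ABC transporter, GST, cytochrome P450, Toll-like receptor, C-type lectin, HSP70, superoxide dismutase and glutathione peroxidase). Markers were listed by SwissProt description (sperm or testis, oocyte or ovary, muscle, digestive gland and ribosome) or by the species of the Nr hit (other organisms). The median log2 fold change of a list was placed among 10000 random lists of the same size, drawn from unigenes with the same kind of annotation and matched on mean expression in 10 bins. Lists of ciliate hits, of cilia and axoneme proteins, and of sperm or testis proteins without axoneme proteins were added after the values were seen.

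The test (apart from the form of its two-sided p), the lists of families and markers, the naming rule and the following alternatives were set before the data were examined. They were edgeR's TMM factors and DESeq2's median-of-ratios size factors in place of the sums of counts, a minimum of 10 counts over both libraries, 0.1 or 1 added to each FPKM, contigs of a cluster summed, edgeR's exact test with an assumed biological coefficient of variation (BCV) of 0.2 or 0.4, an FDR threshold of 0.05, a fold threshold of 4, and other minimums for detection. Truncated counts, a two-sided p with both tails including the observed count, sums without the 2 most abundant unigenes, matches to Table 5 within 0.05 and log2 fold changes of clusters from summed counts were chosen after seeing the data.

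The method was tested on simulated counts for the 56178 unigenes with 200 changed by known folds. The counts held Poisson error alone, without variation between pools. Changed unigenes came from those with more counts, and their folds lay well above the 2-fold threshold. The simulation therefore cannot show how often variation between pools gives a false call. It called 183 of the 200 (91.5%) in the right direction and 0 of the 55978 unchanged unigenes, and the intervals held the true fold for 187 of 200 (93.5%). With a BCV of 0.2, 80 of the 200 were called. Of 100 random lists of 50 unchanged unigenes, 1 lay outside the 95% band of the random lists, and a list of 102 raised unigenes lay at percentile 100.

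The result of 1 box of Figure 8 is not reported here. KEGG pathways, broader GO classes and functional classes of COG were not assigned, so no enrichment test was run. No model across replicates, leave-one-out or other split of the samples was possible with 1 library per group.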

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

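The tests on alleles or splice forms and on nucleotide hits were chosen after the results had been seen, and that on pools before.

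The 5 largest increases among DEGs with a SwissProt name and at least 10 counts in each library were in genes that the paper's text does not discuss. CL3775.Contig2 (plasminogen activator inhibitor 1 RNA-binding protein) had 14.4 counts in control and 2349 after TD49 exposure, a log2 fold change of 7.31. The others were Unigene36278 (protein transport protein SEC31, 5.75), CL1341.Contig1 (E3 ubiquitin-protein ligase TRIM33, 4.80), CL2746.Contig1 (tissue inhibitor of metalloproteases, 4.53) and CL3581.Contig1 (proteasome subunit beta type-2, 4.49). Scaling cannot account for changes of this size, since TMM raised every log2 fold change by 0.27. Summing the contigs of a cluster left CL2746 at 4.50 but brought CL3775 to 1.06, CL1341 to 1.26 and CL3581 to 0.37, the last no longer a DEG. Reads of alleles or splice forms assigned to separate contigs may explain part of the changes in CL3775, CL1341 and CL3581. Among unigenes with at least 20 counts, 3.87% of 8834 in clusters were listed in 1 library only, against 0.974% of 17964 singletons. For CL2746.Contig1 the sum gives no such sign, and for the singleton Unigene36278 there is no sum to compare. With a BCV of 0.2 all 5 were DEGs, and with 0.4 all but CL3581.Contig1 were. An effect of TD49 and a difference between the pooled animals both stay open, since each group has 1 library. No biological explanation was tested.

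Of the unigenes with a protein hit to catalase or Mn SOD, 4 were upregulated DEGs and 1 was downregulated, although the paper's text reports a decrease of these genes. The paper also measured CAT and SOD by qRT-PCR and reports the same trend as in its sequencing. Which unigenes its primers amplify was not examined here. Unigene13412 and Unigene9131, both named catalase, had log2 fold changes of 1.92 (95% interval 1.68 to 2.17) and 1.78 (1.67 to 1.90). CL4273.Contig1 (mitochondrial Mn SOD) had 2.44 (2.18 to 2.71) and Unigene11650 (superoxide dismutase [Fe]) had 1.29 (0.60 to 2.02). TMM scaling raised these values further. The downregulated one, CL4273.Contig2, fell from 52.2 counts to 0, at least 17.7-fold lower. The contigs of CL4273 summed to 1.93, so division of reads between them does not account for the increase. With a BCV of 0.2, Unigene13412, Unigene9131 and CL4273.Contig1 were DEGs and Unigene11650 was not, and with 0.4 none of the 4 was. The unigenes of Table 5 that fell carry their names from nucleotide hits alone. Nucleotide hits to the records of Mn SOD, Cu/Zn SOD or catalase were found for 926 unigenes, of which 7 (0.756%) had a protein hit to the enzyme. An Nr protein hit was given for 25.7% of the 926, against 81.6% of the 8737 unigenes with another nucleotide hit. This is consistent with hits to non-coding or repeated parts of these gene records. Variation between pools, which the design does not measure, and an effect of TD49 stay open for the increases, and neither was tested.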

How the results depend on the processing

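Sums without the 2 most abundant unigenes, truncated counts, the two-sided p with both tails including the observed count, matches to Table 5 within 0.05 and fold changes of clusters from counts were chosen after seeing the data. No paired analysis was possible because each group has 1 library. For the same reason no library was left out. The medians and percentiles of the lists and the lengths were not recomputed with a BCV. The DEGs of the lists were, with a BCV of 0.4, and few were left. Upregulated and downregulated DEGs were then 0 and 1 for BIRC, 0 and 0 for caspase and 0 and 1 for ABC transporter. They were 0 and 3 for GST and 0 and 0 for sperm or testis. No list kept more than the 3 of GST.

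Under TMM scaling, median-of-ratios scaling, the minimum of 10 counts, 0.1 or 1 added to FPKM, summed contigs, truncated counts, both tails and sums without the 2 most abundant unigenes, the number of DEGs stayed between 6302 and 9086. TMM scaling kept 7163 of the 8688 DEGs and median-of-ratios scaling 7363. The matched genes of Table 5 that were DEGs numbered 35 to 39 under the first 7 of these, 39 at an FDR of 0.05 and 42 with matches within 0.05.

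The upregulated share rose from 40.1% to 55.9% under TMM scaling, to 53.5% under median-of-ratios scaling and to 46.4% without the 2 most abundant unigenes. By construction these add a constant to every log2 fold change, of 0.27, 0.23 and 0.11.

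In edgeR's exact test a BCV of 0.2 gave 2934 DEGs (1232 up, 1702 down, 42.0% up), of which 556 were listed in 1 library only and 20 were matched genes of Table 5. A BCV of 0.4 gave 260 (98 up, 162 down, 37.7% up), 169 and 3. Both tests allow for more variation by construction. At an FDR of 0.05 there were 14560 DEGs (5594 up, 8966 down, 38.4% up), 2918 of them listed in 1 library only. A fold threshold of 4 gave 4293 (1743 up, 2550 down) and 23 matched genes of Table 5. The looser and stricter thresholds give these changes by construction, apart from the shares, where the cause was not tested.

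Summing the contigs of each cluster lowered the DEGs listed in 1 library only from 907 to 448, since joined contigs can be listed in both libraries. It reversed the log2 fold changes of Cas6 (-0.19), CYP 2C8 (-1.11), 60S ribosomal protein L41 (0.44), CL4273.Contig2 of Mn SOD (1.93), CL1690.Contig2 of BNIP3 (-0.61), CL4487.Contig1 of glutathione reductase (-1.35) and CL3053.Contig1 of the quinone reductases (-2.70). In each, the other contigs of the cluster outweighed the named one. These fold changes are of summed FPKM. From the summed counts Cas6 was not reversed (0.085, not a DEG), while CYP 2C8 (-1.60), 60S ribosomal protein L41 (0.44), CL4273.Contig2 of Mn SOD (1.97), CL1690.Contig2 of BNIP3 (-0.62), CL4487.Contig1 of glutathione reductase (-1.38) and CL3053.Contig1 of the quinone reductases (-2.76) were, and CREBP 3 (-0.98) lost its call. TMM scaling reversed Unigene13651 of Cu/Zn SOD (0.22) and Unigene7413 of Cas8 (0.022), and median-of-ratios scaling reversed Unigene13651 (0.19), by the constant they add.

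Of 88 named unigenes, TMM scaling left 82 with their direction and call, median-of-ratios scaling 84, the minimum of 10 counts 87, 0.1 added to FPKM 88, 1 added 86, summed contigs 78, a BCV of 0.2 58, a BCV of 0.4 31, an FDR of 0.05 86 and a fold threshold of 4 60. Calls lost numbered 3 under TMM scaling, 2 under median-of-ratios scaling, 2 with 1 added and 3 with summed contigs. Calls gained numbered 1 under each scaling, 1 with the minimum of 10 counts and 2 at an FDR of 0.05.

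With 1 added to FPKM, the GST list lay at percentile 97.48, just inside the central 95% of random lists. With the minimum of 10 counts, the glutathione peroxidase list lay at 6.83, the muscle list at 97.2 and the ribosome list, which was at 0, at 52.8. The ribosome list then had lost most of its members listed only in control. For the other lists the cause was not tested. The BIRC, caspase, ABC transporter, Toll-like receptor, C-type lectin, HSP70, sperm or testis and other organisms lists kept their side of the 95% band with the minimum of 10 counts, 0.1 or 1 added to FPKM and summed contigs. Both scalings leave every percentile as it is by construction, since they move the random lists by the same constant.

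With at least 10 counts over both libraries, the unigenes had an N50 of 1855 bp and a mean length of 1244 bp. Their shares were 53.1% from 300 to 1000 bp, 34.8% from 1000 to 3000 bp and 7.62% above. Short unigenes have fewer reads, so the minimum removes them by construction.

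Depth limits the calls on scarce unigenes. A DEG needed at least 13 counts over both libraries, and 46.6% and 47.1% of the listed unigenes had fewer than 10 in the control and TD49-exposed libraries.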

Differences from the paper's values

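Of 25 values that the paper states outside Table 5 and that were also computed, 6 differed by more than 1.5 times. The 43 log2 fold changes of Table 5 served to find the unigenes, so they were not counted as a comparison. The paper's 3 length classes sum to 27762 unigenes, fewer than its 57,882, so its shares do not rest on all its unigenes. Within these 3 classes its counts give 75.9%, 22.2% and 1.89%, against 62.2%, 31.0% and 6.80% here. The paper gives 71.37% of unigenes a length of 300 to 1000 bp, against 43.8% here. With at least 10 counts over both libraries, an alternative set before the data were examined, the share was 53.1%, within 1.5 times the paper's. The same minimum opened a gap in the next class. The paper's share of 1000 to 3000 bp is 20.88%, against 21.9% here and 34.8% with the minimum. The paper counts 6165 unigenes of 1000 to 3000 bp, against 12275 here and 12225 with that minimum. It places 1.77% of unigenes, or 524, above 3000 bp, against 4.79% and 2690 here, or 7.62% and 2679 with the minimum. None of the alternatives set before the data were examined closed the gap for the values of 6165, 1.77% and 524. The paper's clean reads are 45.76 Mb in control and 45.85 Mb in the TD49-exposed library. The expected counts summed to 10.3 and 10.5 Mb. The paper's bases and reads give 100 bp per read of paired-end sequencing. Counted as pairs, the clean reads are 2 times fewer. If the sums count fragments of these pairs, they are 44.8% and 45.7% of them. Which reads were counted stays open, so the comparison with pairs may not apply. No alternative applied to the sums.

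The paper's text has more upregulated than downregulated DEGs, 5214 and 3497, each within 1.5 times the number here but with the larger direction reversed. Here 3484 were upregulated and 5204 downregulated, and the authors' deposited table marks 3497 as Up and 5214 as Down. The paper's text thus gives the 2 numbers of that table with the directions exchanged. Among the alternatives set before the data were examined, TMM scaling gave more upregulated than downregulated DEGs (4660 and 3679), as did median-of-ratios scaling (4456 and 3879). Neither gave the paper's 2 numbers, so these scalings do not account for them. With truncated counts, chosen after seeing the values, there were 8711 DEGs, all of them in the authors' deposited table, with 3497 upregulated.

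Table 5 lists CLEC 4M among the DEGs, and here its FDR by the exact conditional test of Audic and Claverie was 0.00147. It was called with the minimum of 10 counts and at an FDR of 0.05, and with truncated counts, chosen after seeing the values.

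The paper's text states that TLR expression was inhibited, while its Table 5 lists TLR 2 as upregulated. Here the unigene assigned to TLR 2, which KEGG names toll-like receptor 4, was at least 5.88-fold higher after exposure, with 1 and 18 counts, and 7 upregulated and 3 downregulated DEGs had a Toll-like receptor annotation. The paper states that Cas8 and Cas9 were activated. The Cas8 ortholog had 1 upregulated and 1 downregulated DEG here, and the only DEG with the Cas9 ortholog was downregulated, at -1.71. The paper states that Cas10 rose, whereas 0 unigenes with a count carried its ortholog or its SwissProt name. Figure 8 colours CASP9 in both directions, and only 1 DEG was found for it, downregulated. CASP6 and Apaf-1, which the figure colours, had no DEG. TRAIL-R and Bcl-2 of Figure 8 and TSAP6 of Figure 9 had 0 unigenes with the ortholog. These directions were the same under TMM scaling.

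The paper states that SOD and CAT were inhibited, and it reports qRT-PCR of both with the same trend, which was not used here. The unigenes with a protein hit to catalase had 2 upregulated and 0 downregulated DEGs. Those with a hit to Mn SOD had 2 upregulated and 1 downregulated. Those with a hit to Cu/Zn SOD had 1 DEG, downregulated at -3.95, which is the direction the paper states. The paper states that CYP 2C8 rose, and the contigs of its cluster together had a log2 fold change of -1.11. The paper states that Cas6 rose, and its cluster had -0.19 by summed FPKM and 0.085 by summed counts, chosen after seeing the values, and was not a DEG by either.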

Other observations

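The tests on alleles or splice forms, on ciliates, on the 2 most abundant unigenes, on exchanged labels, on the parts of the DEGs in clusters and on the effective length were chosen after the results had been seen. Those on clusters as a whole, scaling, pools, muscle, gonad and other organisms were chosen before.

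More DEGs were downregulated than upregulated. For 39 genes of Table 5 a unigene with the annotation had the stated log2 fold change, and for 0 genes the value with the reversed sign, which argues against exchanged labels of the libraries between Table 5 and the counts. The 2 most abundant unigenes, the mitochondrial Unigene4200 and Unigene14225, took 19.5% of the control counts and 25.4% of the TD49-exposed counts. Without them the upregulated share was 46.4% (95% Wilson interval 45.4% to 47.5%, with DEGs taken as independent). Downregulated DEGs were still more numerous, which argues against the larger share of these 2 unigenes as the whole cause. Under TMM scaling the upregulated share was 55.9%, so the direction with more DEGs depends on the scaling. Scaling and an effect of TD49 on most transcripts cannot be told apart here, because TMM brings the typical log2 fold change near 0 by construction.

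The number of DEGs rests on a test that leaves out variation between pools of animals. With an assumed BCV of 0.2 it was 2934. Variation between pools and an effect of TD49 cannot be told apart for these DEGs, because each group has 1 library and the size of that variation is not known.

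Of the DEGs, 3592 (41.3%) lay in clusters. Clusters with DEGs of both directions numbered 278, against a median of 499 (445 to 560) in 10000 random assignments of the directions. A common response of the contigs of a gene lowers that number, so it leaves open whether reads were divided between near-identical contigs. Summing the contigs of each cluster kept 1943 (54.1%) of these DEGs. Of those that changed at least 4-fold and had counts in both libraries, 449 of 1301 (34.5%) were still changed at least 4-fold in the sum. Of the 468 listed in 1 library only, 285 (60.9%) were lost. For both groups, divided reads and a change of the named contig alone cannot be told apart, because the other contigs of a cluster dilute such a change in the sum. Among unigenes with at least 20 counts, listing in 1 library only was more frequent in clusters (3.87%) than among singletons (0.974%). Alleles or splice forms of a gene, assembled as separate contigs, may explain part of these calls. The cluster with the most DEGs among those with both directions was CL14, with 21 contigs and 18 DEGs, 9 up and 9 down, of which 11 were listed in 1 library only. Its counts summed to 2060 in control and 1042 after exposure, a log2 fold change of -1.01 by these counts, which would make it a DEG. By summed FPKM it was -0.997, just under the 2-fold threshold, so the call depends on which is summed.

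The list of other organisms held 415 unigenes, with 24 upregulated and 83 downregulated DEGs (32 and 63 under TMM scaling) and a median log2 fold change of -1.57 (-0.77 at the bound). It lay at percentile 0 of the random lists. Of its unigenes, 224 were listed in both libraries, and of its 5 most abundant members 3 rose and 2 fell. The ribosome list, a control list of 305 unigenes, also lay at percentile 0, with a median of -7.04 (-0.70 at the bound), while its 5 most abundant members rose, by 0.15 to 1.11. Ribosomal unigenes listed only in control numbered 185, with 1731 counts in all, and only 1 was listed only after exposure. The ciliate list, chosen after the values were seen, held 155 unigenes, 56 of them DEGs, with a median of -7.91 (-1.70 at the bound), also at percentile 0. Ciliate hits to ribosomal proteins were listed only in control in 79 of 79 cases, with 977 counts. Outside the ribosomal proteins, 55 of 76 ciliate hits (72.4%) were listed only in control and 0 only after exposure, against 7426 of 55797 other unigenes (13.3%). Unigenes with a ciliate hit to alpha tubulin (Unigene21100) and beta tubulin (Unigene32378) had 140 and 123 counts in control and 0 after exposure. In the other direction, the counts of ciliate hits outside the ribosomal proteins rose in sum from 16523 to 39631, on the 21 listed in both libraries, and of the 5 most abundant members of the ciliate list 3 rose, by up to 2.61. Ciliates on the gills of the control animals may be a source of DEGs listed only in control, of which 47 of 568 (8.27%) had a ciliate hit. This does not account for the rise of the abundant hits. An effect of TD49 on ciliates and a difference between the pools both stay open, untested.

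The sperm or testis list held 94 unigenes, 83 of them listed in both libraries, with 28 upregulated and 2 downregulated DEGs. Its median log2 fold change was 0.88 (0.91 at the bound, 1.15 under TMM scaling), at percentile 100 of the random lists. Its 5 most abundant members ranged from -0.75 to 2.49. This is consistent with gonad tissue in the TD49-exposed sample, and a change in the gill's own expression, untested, stays open. The list without axoneme proteins (57 unigenes) had a median of 0.39 (0.44 at the bound), at percentile 99.8, or 88.9 with contigs summed. Cilia and axoneme proteins (157 unigenes) had a median of -0.13 (0.13 under TMM scaling), at percentile 81.7, or 98.6 with at least 10 counts. They had 24 upregulated and 6 downregulated DEGs, and their 5 most abundant members rose by 1.56 to 2.42. Their counts rose from 0.156% of the control library to 0.359% of the TD49-exposed library. Those of the sperm or testis list rose from 0.0979% to 0.171%, but without axoneme proteins only from 0.0571% to 0.0690%. Most of the rise in that list thus lay in axoneme proteins, and it does not point to gonad tissue alone. The oocyte or ovary list had 3 unigenes, too few to read, with a median of -1.99 (-1.44 at the bound) at percentile 24.0.

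The muscle list (100 unigenes) had a median of 0.15 (0.12 at the bound) at percentile 98.7, with 17 upregulated and 7 downregulated DEGs. It took 0.586% of the control counts and 0.594% of the TD49-exposed counts. Of its 5 most abundant members 3 rose and 2 fell, from -0.17 to 0.45, and none was a DEG. Adductor muscle tissue in 1 sample and a change in the gill itself cannot be told apart, because the counts of these members in both libraries would hide a small share of muscle. The digestive gland list (58 unigenes) had a median of -0.53 (-0.46 at the bound) at percentile 15.1. It had 6 upregulated and 12 downregulated DEGs, or 9 and 10 under TMM scaling.

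HSP70 annotations were carried by 116 unigenes, with 18 upregulated and 7 downregulated DEGs. Their median log2 fold change was 0.44 (0.39 at the bound, 0.71 under TMM scaling), at percentile 100 of the random lists. Their counts summed to 0.343% of the control library and 0.262% of the TD49-exposed library, and 4 of the 5 most abundant fell.

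The length of a unigene minus the effective length that its count and FPKM imply was 52.0 bp in the control library and 57.8 bp in the TD49-exposed library, over 597 and 614 unigenes with an FPKM above 100. Both lie below the paper's read length of 100 bp, which argues against counting of reads of that length, paired or single. The 95% bootstrap intervals over unigenes were 51.8 to 52.2 bp and 57.6 to 58.1 bp. Which reads the deposited counts come from stays open.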
